# The Functional Interplay Between the t(9;22)-Associated Fusion Proteins BCR/ABL and ABL/BCR in Philadelphia Chromosome-Positive Acute Lymphatic Leukemia

**DOI:** 10.1371/journal.pgen.1005144

**Published:** 2015-04-28

**Authors:** Anahita Rafiei, Afsar Ali Mian, Claudia Döring, Anna Metodieva, Claudia Oancea, Frederic B. Thalheimer, Martin Leo Hansmann, Oliver Gerhard Ottmann, Martin Ruthardt

## Abstract

The hallmark of Philadelphia chromosome positive (Ph^+^) leukemia is the BCR/ABL kinase, which is successfully targeted by selective ATP competitors. However, inhibition of BCR/ABL alone is unable to eradicate Ph^+^ leukemia. The t(9;22) is a reciprocal translocation which encodes not only for the der22 (Philadelphia chromosome) related BCR/ABL, but also for der9 related ABL/BCR fusion proteins, which can be detected in 65% of patients with chronic myeloid leukemia (CML) and 100% of patients with Ph^+^ acute lymphatic leukemia (ALL). ABL/BCRs are oncogenes able to influence the lineage commitment of hematopoietic progenitors. Aim of this study was to further disclose the role of p96^*ABL/BCR*^ for the pathogenesis of Ph^+^ ALL. The co-expression of p96^*ABL/BCR*^ enhanced the kinase activity and as a consequence, the transformation potential of p185^*BCR/ABL*^. Targeting p96^*ABL/BCR*^ by RNAi inhibited growth of Ph^+^ ALL cell lines and Ph^+^ ALL patient-derived long-term cultures (PD-LTCs). Our *in vitro* and *in vivo* stem cell studies further revealed a functional hierarchy of p96^*ABL/BCR*^ and p185^*BCR/ABL*^ in hematopoietic stem cells. Co-expression of p96^*ABL/BCR*^ abolished the capacity of p185^*BCR/ABL*^ to induce a CML-like disease and led to the induction of ALL. Taken together our here presented data reveal an important role of p96^*ABL/BCR*^ for the pathogenesis of Ph^+^ ALL.

## Author Summary

The t(9;22) is a reciprocal translocation, which causes chronic myeloid leukemia (CML) and a subset of high risk acute lymphatic leukemia (ALL). The derivative chromosome 22 is the so called Philadelphia chromosome (Ph) which encodes the BCR/ABL kinase. Targeting BCR/ABL by selective ATP competitors, such as imatinib or nilotinib, is a well validated therapeutic concept, but unable to definitively eradicate the disease. Little is known about the role of the fusion protein encoded by the reciprocal derivative chromosome 9, the ABL/BCR. In models of Ph^+^ ALL we show that the functional interplay between ABL/BCR and BCR/ABL not only increases the transformation potential of BCR/ABL but is also indispensable for the growth and survival of Ph^+^ ALL leukemic cells. The presence of ABL/BCR changed the phenotype of the leukemia most likely due to its capacity to influence the stem cell population as shown by our *in vivo* data. Taken together our here presented data reveal an important role of p96^*ABL/BCR*^ for the pathogenesis of Ph^+^ ALL.

## Introduction

The Philadelphia chromosome (Ph) is the cytogenetic correlate of der22 formed by the t(9;22)(q34;q11). The t(9;22) is a reciprocal translocation [1]. Two principal breaks occur in the *BCR* (breakpoint cluster region) gene locus on chromosome 22: the (major) M-BCR, between exons 12 and 16, and the (minor) m-BCR, in the first intron of *BCR*. On der22, M-BCR leads to the creation of p210^*BCR/ABL*^ and m-BCR to that of p185^*BCR/ABL*^. The breakpoint in the *ABL* (Abelson tyrosin protein kinase 1) gene on chromosome 9 falls within the intron between the exons 1 and 2. Therefore the ABL-part of the t(9;22) fusion proteins is constant [1].

The breakpoint on der22 is decisive for the determination of the phenotype of the Ph^+^ leukemias. In fact M-BCR p210^*BCR/ABL*^ is associated with primarily myeloid leukemia. p210^*BCR/ABL*^ is pathognomonic for the chronic myeloid leukemia (CML). In the very rare cases of Ph^+^ acute myeloid leukemia (AML) the great majority of the patients harbors the p210^*BCR/ABL*^ [2,3]. In contrast, p185^*BCR/ABL*^ is nearly exclusively detected in Ph^+^ acute lymphatic leukemia (ALL) [4].

On the other hand about 30% of patients with Ph^+^ ALL harbor the M-BCR p210^*BCR/ABL*^. There are differences regarding the prognosis between Ph^+^ ALL patients harboring either the p185^*BCR/ABL*^ or p210^*BCR/ABL*^ [5,6,7]. Furthermore the progression of chronic phase (CP) CML, if untreated, leads in most of the cases to a myeloid blast crisis (BC). Only 30% of patients develop lymphatic BC [1,8,9]. The development of lymphatic BC has been attributed to an increased kinase activity of p210^*BCR/ABL*^ as compared to patients with myeloid BC [10]. Factors able to modify the kinase activity of p210^*BCR/ABL*^ are still completely unknown.

The fusion proteins p185^*BCR/ABL*^ and p210^*BCR/ABL*^ are mutant ABL kinases. The native ABL kinase is finely regulated in response to growth factors and other stimuli [11]. Through the fusion to BCR, ABL constitutively activates its “down-stream” signaling pathways, including RAS, JAK/STAT and PI-3 kinase [1,12]. In primary murine hematopoietic models we have shown that both p210^*BCR/ABL*^ and p185^*BCR/ABL*^ allow only a myeloid commitment/differentiation of hematopoietic stem cells (HSCs). Both suppress the lymphatic commitment of HSCs by the suppression of the B-cell signaling [13]. Even on leukemic blasts of patients with Ph^+^ ALL there is a high frequency of myeloid marker expression such as CD33 and CD13 [14]. The inhibitory effect of BCR/ABL on the B-cell signaling is counteracted by the ABL/BCRs, the reciprocal t(9;22) fusion proteins [13].

The *ABL/BCR* fusion gene on der9 differs between m-BCR-p185^*BCR/ABL*^ and M-BCR-p210^*BCR/ABL*^. In the case of M-BCR the reciprocal *ABL/BCR* gene encodes a “small” ABL/BCR with an approximate molecular mass of 40 kDa (p40^*ABL/BCR*^)[13], whereas in the case of m-BCR it encodes a “larger” ABL/BCR of 96 kDa (p96^*ABL/BCR*^)[13]. The p40^*ABL/BCR*^ transcript is detectable in 65% of the CML patients [15] and the p96^*ABL/BCR*^ transcript is present in 100% of examined patients with m-BCR Ph^+^ ALL [16].

The p96^*ABL/BCR*^ and p40^*ABL/BCR*^ are BCR mutants [17]. Native BCR acts as a negative regulator of proliferation and oncogenic transformation by a down-regulation of RAS-mediated signaling [18]. Furthermore, it inhibits Wnt signaling by blocking TCF-1/β-catenin-mediated transcription [19]. BCR harbors both RHO-GEF and RAC-GAP functions and controls cytoskeleton modeling by regulating the activity of RHO-like GTPases [17,20]. Most likely by the loss of regulatory domains both p96^*ABL/BCR*^ and p40^*ABL/BCR*^ activate RAC, a key player in the leukemogenesis of Ph^+^ leukemia [21], which contributes to their leukemogenic potential *in vivo* and increases the proliferation of the stem cell capacity of murine HSC [13].

The aim of this study was to disclose the functional interplay of p96^*ABL/BCR*^ and p185^*BCR/ABL*^ in the induction and maintenance of Ph^+^ ALL. Therefore we studied the role of p96^*ABL/BCR*^ for i.) the transformation potential of p185^*BCR/ABL*^; ii.) the survival of Ph^+^ ALL cells; iii.) the stem cell capacity of p185^*BCR/ABL*^-positive HSCs; iv.) the drug response of Ph^+^ ALL cells and v.) the lineage commitment of HSCs *in vivo*.

## Results

### Co-expression of p96^*ABL/BCR*^ enhances the proliferation and transformation potential of p185^*BCR/ABL*^ accompanied by enhanced kinase activity of p185^*BCR/ABL*^ and increased MAP-kinase signaling

All p185^*BCR/ABL*^-positive Ph^+^ ALL patients express p96^*ABL/BCR*^ at both mRNA and protein levels [13,16], but experimental models only focus on the role of p185^*BCR/ABL*^ alone. Thus, we investigated the effect of p96^*ABL/BCR*^ on the capacity of p185^*BCR/ABL*^ to confer factor independent growth in Ba/F3 cells. Co-expression of p96^*ABL/BCR*^ and p185^*BCR/ABL*^ in Ba/F3 cells was achieved by expressing the two transgenes from a p2a peptide-linked multi-cistronic retroviral vector (Fig 1A). The expression of the transgenes was further confirmed by immunoblotting in transduced Ba/F3 cells (Fig 1C). Proliferation and cell growth were assessed by XTT-proliferation assay or dye exclusion using trypan blue and followed for up to 3 or 5 days, respectively (Fig 1B). As reported previously [13], p96^*ABL/BCR*^ alone did not induce factor-independent growth of Ba/F3 cells (Fig 1B). However, the presence of p96^*ABL/BCR*^ protein enhanced the proliferation of p185^*BCR/ABL*^-expressing cells following factor withdrawal (Fig 1B). These results were confirmed by dye exclusion assays (Fig 1B).

**Fig 1:**
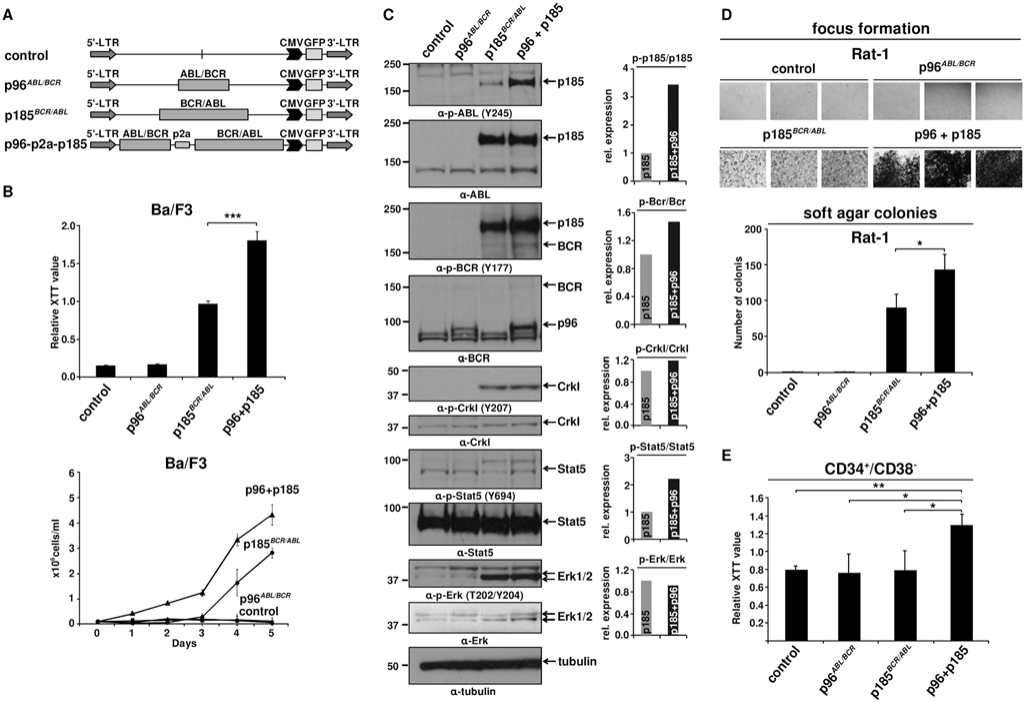
Effect of p96^*ABL/BCR*^ on the proliferation and transformation capacity of p185^*BCR/ABL*^-positive cells. (A) Schematic representation of proviruses encoding the transgenes used in this experiment; (B) IL-3 independent growth of Ba/F3 cells expressing the indicated fusion proteins. Proliferation was measured using XTT-assay and growth by dye exclusion using trypan blue. The results are given as means of 3 independent experiments ± SD; (C) Detection of the expression of transgenes in Ba/F3 cells and activation/phosphorylation status of Crkl, Stat5 and Erk1/2 by immunoblotting using the indicated antibodies. The bar graphs represent the relative quantification of phosphorylated with respect to total protein of p185^*BCR/ABL*^ (p185) and p96^*ABL/BCR*^-p185^*BCR/ABL*^ co-expressing cells (p96 + p185); (D) Transformation assays in Rat-1 cells. For focus formation retrovirally transduced Rat-1 cells were incubated for 15 days in 24-well plates. All experiments were performed at least three times with similar results. For colony formation assay seeded at 5x10^3^ cells/well in soft-agar in 6-well-plates. After 15 days, the colonies were counted. The mean of three independent experiments each performed in triplicates ± SD is given; (E) Effect of co-expression of p96^*ABL/BCR*^ and p185^*BCR/ABL*^ on the proliferation of human HSCs. Proliferation of lentivirally transduced CD34^+^/CD38^-^ HSCs was measured using XTT-assay. The mean of three independent experiments is given ± SD.

Factor independent growth of BCR/ABL-transduced Ba/F3 cells reflects the capacity of BCR/ABL to substitute for IL-3 survival signaling. In order to investigate the influence of p96^*ABL/BCR*^ on the transformation potential of p185^*BCR/ABL*^, we performed classical transformation assays in non-transformed Rat-1 fibroblasts. These assays consist of focus formation assays for the determination of contact inhibition and colony assays in semi-solid medium (soft agar) for the determination of anchorage-independent growth. Thus Rat-1 cells were retrovirally transduced with the constructs indicated in Fig 1A. As presented in Fig 1D, p96^*ABL/BCR*^ alone was not able to transform the Rat-1 cells; however, in combination with p185^*BCR/ABL*^, it profoundly enhanced the number of foci as compared by the Rat-1 cells expressing p185^*BCR/ABL*^ alone. The number of foci was so high that they became early confluent and were not anymore scorable at day 15, when the foci of the other samples were counted. In fact at this time point all the “carpet” of foci already was detached from the dish and fluctuating in the medium (Fig 1D).

A similar effect was seen in the colony formation in soft agar. In fact upon co-expression of p96^*ABL/BCR*^, p185^*BCR/ABL*^-positive Rat-1 cells formed a significantly higher number of colonies than with p185^*BCR/ABL*^ alone (p<0.05 or p = 0.01) (Fig 1D).

Next we sought to analyze the effects of p96^*ABL/BCR*^ and p185^*BCR/ABL*^ on the growth of human HSCs. To do this, we transduced CD34^+^/CD38^-^ PB cells obtained from G-CSF stimulated volunters with lentivirus harboring the indicated constructs (Fig 1A). Proliferation was measured at 72h after transduction. Neither empty vector nor p185^*BCR/ABL*^ alone increased the proliferation of CD34^+^/CD38^-^ cells. In contrast p96^*ABL/BCR*^ alone and the co-expression of both p96^*ABL/BCR*^ and p185^*BCR/ABL*^ increased proliferation (Fig 1E).

In order to disclose the molecular mechanism by which p96^*ABL/BCR*^ promotes the proliferative and transformative potential of p185^*BCR/ABL*^ we investigated the influence of p96^*ABL/BCR*^ on the kinase activity of p185^*BCR/ABL*^. Kinase activity was assessed by the autophosphorylation of p185^*BCR/ABL*^ as well as the p185^*BCR/ABL*^-dependent substrate phosphorylation and signaling pathway activation in Ba/F3 cells in the presence/absence of p96^*ABL/BCR*^. The autophosphorylation at Y177 in the BCR-portion as well as at Y245 in the ABL kinase domain of the p185^*BCR/ABL*^ fusion protein was strongly increased in cells co-expressing p96^*ABL/BCR*^ (Fig 1C). Expression of total p185^*BCR/ABL*^ was not affected by co-expression of p96^*ABL/BCR*^ excluding an increased p185^*BCR/ABL*^ levels as a plausible mechanism for the increased p185^*BCR/ABL*^ autophosphorylation (Fig 1C). Substrate phosphorylation was addressed on the phosphorylation status of Crkl and endogenous Bcr. Whereas Crkl phosphorylation did not increase, phosphorylation of Bcr was increased in the presence of p96^*ABL/BCR*^ (Fig 1C). BCR/ABL dependent down-stream signaling activation in the presence of p96^*ABL/BCR*^ was assessed by the phosphorylation of Stat5 and Erk1/2. The activity of BCR/ABL-dependent signaling was further enhanced by p96^*ABL/BCR*^ as evidenced by an increase of the Stat-5 activation. Also Erk 1/2 was activated as revealed by a higher amount of phosphorylated Erk 1/2 due to an up-regulation of total Erk 1/2 (Fig 1C). These findings are in accordance with both an increased phosphorylation of Bcr and an enhanced autophosphorylation in the BCR-portion of p185^*BCR/ABL*^, which are up-stream of Ras/Erk signaling.

In summary, these data show a prominent functional crosstalk between p185^*BCR/ABL*^ and p96^*ABL/BCR*^ resulting in a p96^*ABL/BCR*^-directed enhanced autophosphorylation of p185^*BCR/ABL*^ and activation of MAP-kinase pathway leading to accelerated proliferation of p185^*BCR/ABL*^-positive Ba/F3 cells and enhanced transformation potential of p185^*BCR/ABL*^.

### Targeting p96^*ABL/BCR*^ inhibits the growth of the Ph^+^ ALL cell line SupB15

Based on our findings that p96^*ABL/BCR*^ exerts pro-proliferative and pro-transformative effects on p185^*BCR/ABL*^, we aimed to determine the role of p96^*ABL/BCR*^ in the growth and survival of Ph^+^ ALL cells. Thus we targeted p96^*ABL/BCR*^ in the Ph^+^ ALL cell line SupB15 cells by RNAi. The breakpoint sequence of p96^*ABL/BCR*^, the only specific sequence, was inaccessible for a rational siRNA design. Therefore we used shRNA directed against the 3'UTR of the *BCR* gene, which targeted both alleles, the der9 encoding the p96^*ABL/BCR*^ and the native *BCR* on chromosome 22. The K562 cell line was used as a control, since it harbors the M-BCR with p210^*BCR/ABL*^ and does not express the reciprocal ABL/BCR [13]. As shown by immunoblotting, lentiviral transduction of these shRNAs (efficiency of ~75%) resulted in a pronounced reduction (~80%) of p96^*ABL/BCR*^ expression as compared to non-targeting control shRNA (siNTC) whereas the expression of BCR was decreased of 40–60% (Fig 2A). No effect was seen on the expression of p185^*BCR/ABL*^ (S1A Fig). The proliferation was assessed by XTT-proliferation assay. As shown in Fig 2A, down-regulation of p96^*ABL/BCR*^ significantly reduced the proliferation rate of SupB15 cells as compared to the siNTC-transduced controls, whereas no effect was seen in K562 despite an efficient down-regulation of BCR. In order to further investigate the functional interplay between p96^*ABL/BCR*^ and p185^*BCR/ABL*^, we studied the influence of the p96^*ABL/BCR*^ knock-down on the p185^*BCR/ABL*^-dependent signaling in SupB15 cells. Down-regulation of p96^*ABL/BCR*^ almost completely abolished ERK1/2 activation, whereas no effect on the activation of STAT5 was observed (Fig 2B).

**Fig 2:**
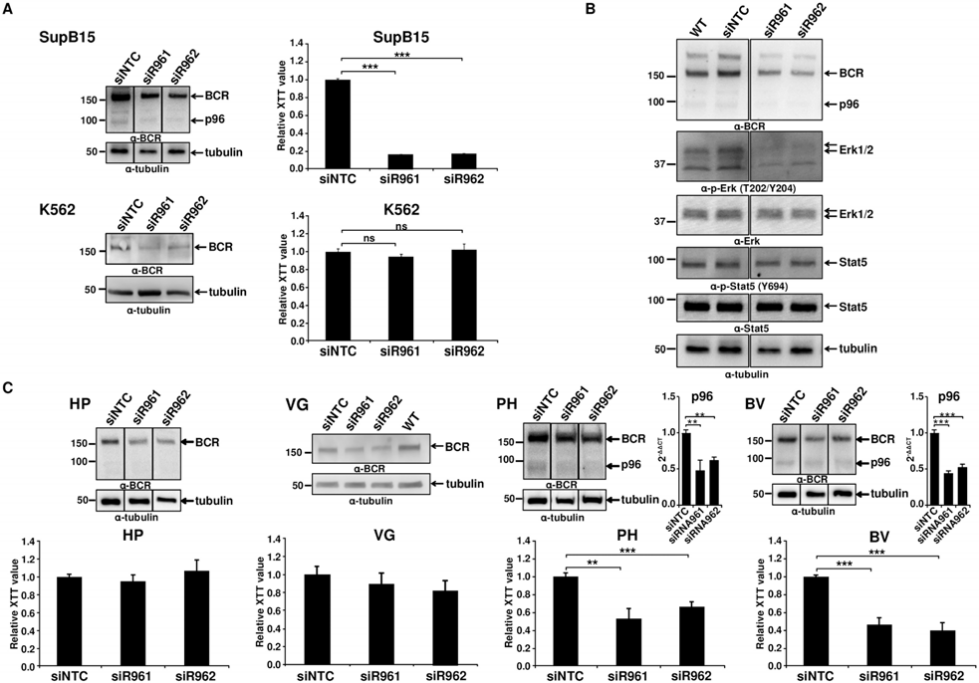
Targeting p96^*ABL/BCR*^ in Ph^+^ ALL cells. (A) SupB15 and K562 cells were lentivirally transduced with shRNA against p96^*ABL/BCR*^ (siR961 and siR962) and a control shRNA (NTC). The expression of p96^*ABL/BCR*^ and/or BCR was detected by immunoblotting using anti-BCR antibody. Tubulin was used as loading control. Proliferation was measured using XTT-assay after 3 days. One representative experiment in triplicates ± SD of at least three yielding similar results is given; (B) The effect of targeting p96^*ABL/BCR*^ by shRNA in SupB15 on STAT5 and ERK1/2 pathway was detected using the indicated antibodies; (C) Down-regulation of p96^*ABL/BCR*^ in Ph^+^ ALL PD-LTCs by shRNA. Ph^+^ ALL PD-LTCs—PH: fully TKI-responsive; BV: TKI-resistant; as controls were used: HP (Ph^-^ ALL patient) and VG: t(12;9)-TEL/ABL-positive ALL. The effect of shRNAs on the expression of p96^*ABL/BCR*^ was tested by immunoblotting using the indicated antibodies and by q-RT-PCR for PH and BV. The Ct values were normalized to that of GAPDH and results are represented as 2^-ΔΔCt^. Proliferation was measured by XTT-assay. The mean of at least experiments is given ± SD.

These data confirmed a functional crosstalk between p96^*ABL/BCR*^ and p185^*BCR/ABL*^ in human Ph^+^ ALL cells, which seems to be fundamental for proliferation of these cells.

### Targeting p96^*ABL/BCR*^ decreases the proliferation of PD-LTCs from Ph^+^ ALL patients and induces apoptosis

The biology of Ph^+^ ALL in adults is not fully represented by cell lines such as SupB15. Therefore, we investigated the effect of p96^*ABL/BCR*^ knock-down in different primary PD-LTCs from Ph^+^ ALL patients. We selected two different PD-LTCs: one, the PH, fully responsive to TKIs and one, BV, exhibiting a nearly complete resistance to TKIs not attributable to mutations in the TKD [22,23]. As a negative control we used a PD-LTCs, HP, from a Ph^-^ ALL patient. In order to provide additional evidence that the effects seen were due to down-regulation of p96^*ABL/BCR*^ and not to that of endogenous BCR, we utilized a TEL/ABL-expressing PD-LTC (VG) derived from a patient with t(12;9)(p13;q34)-positive ALL, previously described [24]. As the biological consequences of TEL/ABL are similar to those of BCR/ABL [25,26,27], the effects of targeted down-regulation of BCR in these cells should allow to estimate the contribution of BCR down-regulation to the effects of targeting p96^*ABL/BCR*^ in Ph^+^ ALL cells. Proliferation of the cells was measured using XTT-proliferation assay. Efficient down-regulation of p96^*ABL/BCR*^ and/or BCR in the PD-LTCs was assessed by immunoblotting and in PH and BV also by q-RT-PCR for p96^*ABL/BCR*^ (Fig 2C). The down-regulation of p96^*ABL/BCR*^ efficiently inhibited proliferation of BV (50–67%) and PH (40–45%), but had no effect on HP cells (max. 10%) and the effect on VG cells was weak (8–20%)(Fig 2C). These findings not only show that the down-regulation of p96^*ABL/BCR*^ and not that of BCR is responsible for the block of proliferation but also indicate that endogenous BCR does not play any role for the leukemogenic potential of either TEL/ABL or BCR/ABL. This confirms several studies showing that BCR has even a negative impact on BCR/ABL activation and its oncogenic potential [28,29,30,31]. In order to investigate whether apoptosis is important for the inhibition of proliferation, we stained the Ph^+^ PD-LTCs cells with 7-AAD and measured the apoptosis rate by flow cytometry. As shown in S1B Fig, both specific shRNAs induced a high rate of apoptosis (about 40% and 50%, respectively) in the Ph^+^ PD-LTCs whereas no effect (10–15%) was seen with the siNTC transduced controls (S1B Fig).

In summary our data implicate a role for p96^*ABL/BCR*^ in the survival of Ph^+^ PD-LTCs with m-BCR which harbors both p185^*BCR/ABL*^ and the reciprocal p96^*ABL/BCR*^ fusion proteins.

### Targeting p96^*ABL/BCR*^ increases responsiveness of Ph^+^ PD-LTCs to ABL-kinase inhibitors

If the crosstalk between p96^*ABL/BCR*^ and p185^*BCR/ABL*^ leads to an increased kinase activity, in a reverse conclusion the down-regulation of p96^*ABL/BCR*^ should increase the responsiveness of Ph^+^ ALL cells towards selective ABL-kinase inhibitors. In order to test this hypothesis, we used two different classes of TKIs, imatinib, a classical ATP-competitor, and GNF-2 an allosteric inhibitor which binds to the myristoyl binding pocket of ABL [32,33]. The PH and the resistant BV PD-LTCs were exposed to increasing concentrations (0.1 to 2μM) of imatinib or GNF-2 in the absence/presence of the shRNA targeting p96^*ABL/BCR*^. Proliferation was measured by XTT-assay. As shown in Fig 3A in the presence of the NTC control shRNA, PH cells exhibited a full response to imatinib whereas the BV cells only weakly responded to imatinib even at higher dosages. The presence of the specific shRNA not only increased the response of PH cells but fully restored to the growth inhibition by imatinib in BV cells (Fig 3A). Very similar results were obtained by using the allosteric inhibitor GNF-2 (Fig 3B).

**Fig 3:**
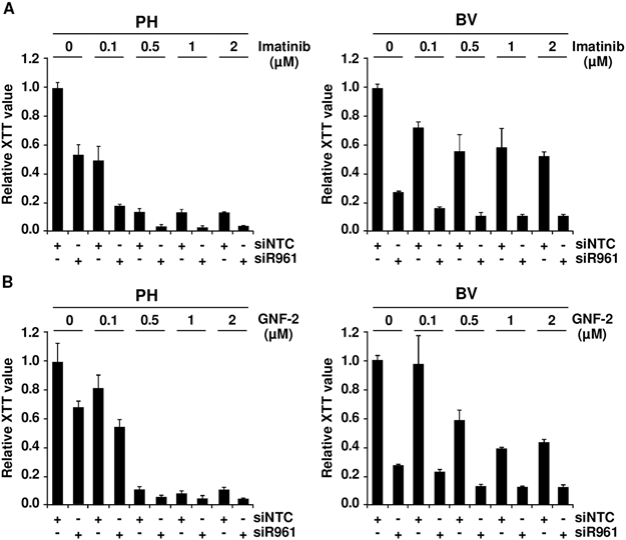
Role of p96^*ABL/BCR*^ for response to selective TKI. PH and BV cells were transduced lentivirally with shRNAs against p96^*ABL/BCR*^; (A) Treatment with different concentrations of imatinib (0.1, 0.5, 1 and 2 μM). All experiments were performed in triplicates for a total of three experiments, which gave similar results. One representative experiment is given ± SD; (B) Treatment with different concentrations of GNF-2 (0.1, 0.5, 1 and 2 μM). All experiments were performed in triplicates for a total of three, all yielding similar results. One representative experiment is given ± SD.

These results indicate that targeting p96^*ABL/BCR*^ in primary PD-LTCs of Ph^+^ ALL increases response to selective ABL inhibitors.

### Co-expression of p96^*ABL/BCR*^ and p185^*BCR/ABL*^ increases serial replating potential of murine fetal liver hematopoietic stem and progenitor cells (HSPCs)

Ph^+^ ALL has been proposed to originate from a BCR/ABL-mediated transformation at the level of committed progenitor cells. In addition, inactivation of BCR/ABL by TKIs seems to be ineffective regarding the eradication of the disease. In order to disclose a role for p96^*ABL/BCR*^ in a leukemic stem cell model, we compared the effects of p96^*ABL/BCR*^ and p185^*BCR/ABL*^ on the biological characteristics of immature HSCs in serial replatings in semi-solid medium. Therefore we isolated Sca1^+^/lin^-^ cells from murine fetal liver and transduced them retrovirally with the constructs (schematic procedure in Fig 4A). PML/RARα was used as a positive control, due to its well-known effect on the self-renewal of HSPCs [34,35,36]. The successful transduction was verified by flow cytometry (S2 Fig). As shown in Fig 4B, the replating efficiency of the empty vector and p185^*BCR/ABL*^-transduced cells was limited to three cycles of replating. In contrast, p96^*ABL/BCR*^ alone increased the number of serial replatings with an increase in the number of CFUs in each round of replating similar to PML/RARα (Fig 4B). The co-expression of p185^*BCR/ABL*^ seemed to inhibit the serial replating capacity of HSPC expressing p96^*ABL/BCR*^ alone, without suppressing it to the level of control and only p185^*BCR/ABL*^ expressing HSPC (Fig 4B).

**Fig 4:**
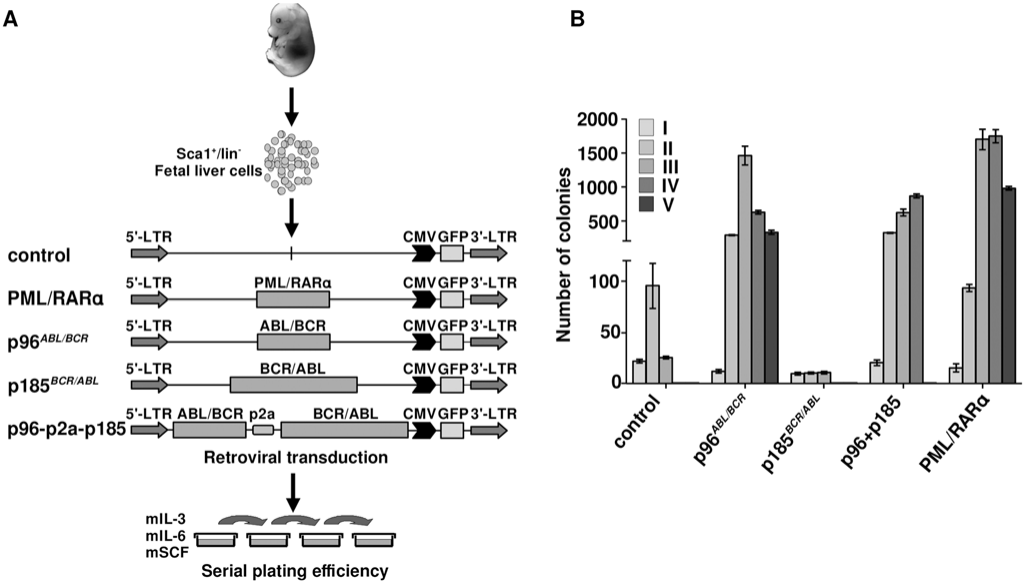
Effect of the t(9;22) fusion proteins the serial replating potential of murine fetal liver HSCs. (A) Schematic representation of the experimental procedure. Sca1^+^/lin^-^ cells were immunomagnetically isolated from murine fetal liver and the cells were transduced with the indicated retroviruses and plated in semi-solid medium supplemented with growth factors for determination of the serial replating potential; (B) Colony numbers were counted on day 10, cells were harvested and serially replated (I-VI-plating rounds).

Our observation show an autonomous role of p96^*ABL/BCR*^ in immature HSPCs, which is stronger than that of p185^*BCR/ABL*^ alone and is not suppressed by the co-expression of p185^*BCR/ABL*^.

### Co-expression of p96^*ABL/BCR*^ and p185^*BCR/ABL*^ increases HSPCs-derived CFU-S12

Our previous data suggest that ABL/BCR fusion proteins target immature HSPCs thereby influencing their commitment [13]. In order to determine the effect of both p96^*ABL/BCR*^ and p185^*BCR/ABL*^ on the self-renewal of early HSPCs and to address the question whether there is a functional hierarchy between p96^*ABL/BCR*^ and p185^*BCR/ABL*^ regarding their role in the maintenance and proliferation of subpopulations in the stem cell compartment, we performed CFU-S12 assays. The CFU-S12 performed in combination with a 9 days culture *in vitro* (in which normal control cells lose their CFU-S12 potential by spontaneous differentiation) reveals a combined effect of a given transgene on the proliferation/self-renewal and the differentiation of HSPCs. Only a differentiation block maintains the potential of the HSPCs to give origin to colonies in a CFU-S12 [37].

Therefore Sca^+^/lin^-^ HSPCs were isolated and retrovirally transduced with the transgenes (schematic procedure in Fig 5A). After 9 days in culture, cells were transplanted into lethally (11Gy) irradiated recipients. The spleens were isolated after 12 days and colonies were counted (Fig 5A). As shown in Fig 5B, p96^*ABL/BCR*^ increased number of spleen colonies as compared to empty vector controls or mice transplanted with cells expressing p185^*BCR/ABL*^. Co-expression of p96^*ABL/BCR*^ and p185^*BCR/ABL*^ resulted in additional significant increase of both number and size of colonies (Fig 5B).

**Fig 5:**
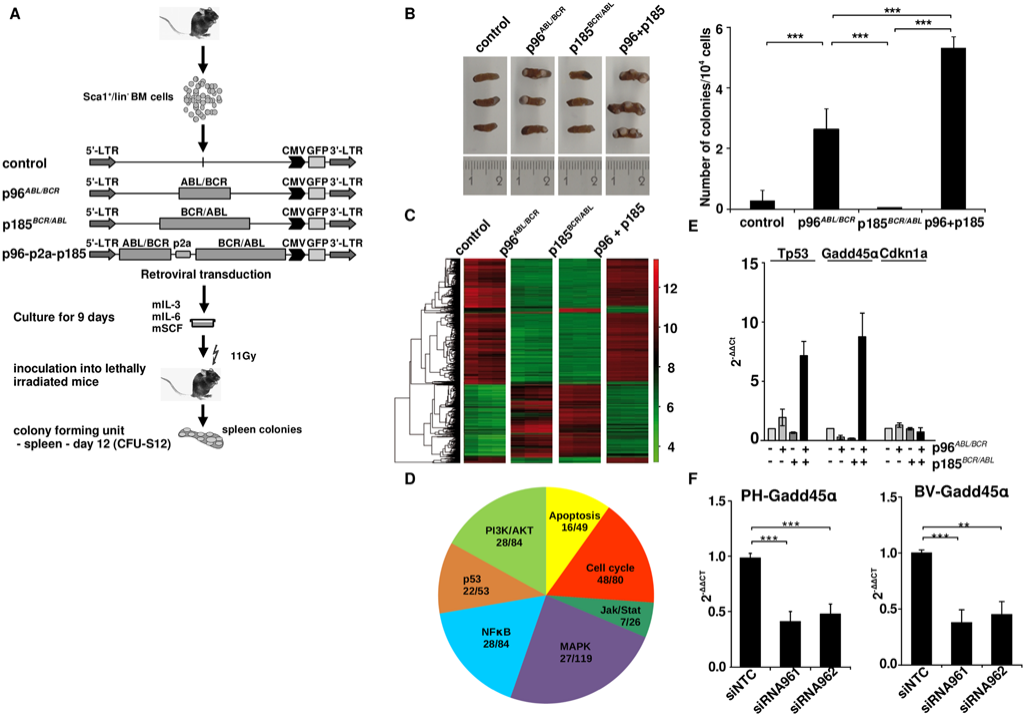
Stem cell colonogenic potential of t(9;22) fusion proteins. (A) Experimental strategy for studying the influence of t(9;22) fusion proteins on the biology of murine HSCs. Sca1^+^/lin^-^ bone marrow (BM) cells were infected with the indicated retroviruses and maintained for 9 days in liquid culture supplemented with the indicated growth factors. 1 x 10^4^ cells were inoculated into lethally irradiated recipients that were sacrificed at day 12 after transplantation; (B) Number of colonies in the spleens (n = 3); the experiment was performed a total of three times with similar results. One representative experiment is given; (C) Gene expression profile induced by t(9;22) fusion proteins in spleen from the CFU-S12. Clustering was done by selecting genes with the highest SD and sorted according to the similarity in expression level; (D) *Seven representative cellular pathways known to be influenced by BCR/ABL related to cell cycle regulation*, *proliferation and apoptosis are presented here*. *The numbers indicate the number of differentially expressed genes between p185* ^*BCR/ABL*^ *and p96* ^*ABL/BCR*^ + p185^*BCR/ABL*^ (p96+p185)-positive cells from the total number of the genes (related to each of the pathways); (E) Total RNA was isolated from spleens from the CFU-S12. The expression levels of Tp53, Gadd45α, and Cdkn1a were analyzed using q-RT-PCR. The Ct values were normalized to that of Gapdh and results are represented as 2^-ΔΔCt^. The mean of three independent experiments each done in triplicates is given ± SD; (F) PH and BV were lentivirally transduced with shRNA against p96^*ABL/BCR*^ (siR961 and siR962) and a control shRNA (NTC). The expression of GADD45α was detected by q-RT-PCR. The Ct values were normalized to that of GAPDH and results are represented as 2^-ΔΔCt^.

Taken together, these data show a differential effect of p96^*ABL/BCR*^ as compared to p185^*BCR/ABL*^, most likely due to a differentiation block of HSPCs, which is further increased by the co-expression of both p96^*ABL/BCR*^ and p185^*BCR/ABL*^.

### Co-expression of p96^*ABL/BCR*^ and p185^*BCR/ABL*^ differentially regulates expression of cell cycle and apoptosis genes and leads to an up-regulation of Tp53 and Gadd45α but not of Cdkn1a

In order to disclose the mechanisms underlying the different effects of p96^*ABL/BCR*^ and p185^*BCR/ABL*^ alone and in combination on HSPCs, we compared the gene expression profiles induced by p96^*ABL/BCR*^, p185^*BCR/ABL*^ and the combination of both using CFU-S12 spleens by microarray analysis (S1 Text). 

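Spleens were taken at day 12 after irradiated (11 Gy) mice had received 10000 transduced Sca1+/lin- bone marrow cells each, which had been kept 9 days in culture. Their RNA was hybridised to Affymetrix mouse gene arrays, which read each transcript at many places along its length. The values used here comprise 18 arrays, 3 for each of 6 constructs: the empty vector (control), p96 ABL/BCR (p96), p185 BCR/ABL (p185), the combination of both (p96+p185), and also the small ABL/BCR protein of the M-BCR translocation alone (p40) and with p185 (p40+p185). The paper does not report on the p40 and p40+p185 arrays, which entered the common estimate of the spread and are described with the additional observations. The methods give 3 spleens per group to RNA isolation. The 3 arrays of a construct were taken here as 1 spleen each, an assignment that the sample labels do not state. If the 3 arrays share RNA instead, the SDs and p-values given here describe technical spread only. The paper names the Applause WT-Amp Plus ST system for the cDNA synthesis, whereas the sample labels name the Ovation Pico WTA System V2 with 50 ng of total RNA, and both name the Encore Biotin Module.

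The deposited values are log2 intensities per probe set, which the authors normalised by variance stabilisation at the probe level and summarised by median polish (S1 Text). Of 34760 probe sets, 21640 were assigned to 1 gene, 1321 to several genes and 11799 were not listed in the table of genes used here. Probe sets of several genes were left out, and a gene with several probe sets was represented by the one with the highest mean, which gave 19937 genes. Following the intensity filter of the methods, a gene was tested when it lay above an intensity of 100 in at least 5 of the 18 arrays, with the stated share read as 25% of the samples. This left 7055 genes. Between 4864 and 6423 genes lay above this intensity in a single array (median 5713.5). Differences between constructs were tested with limma on the log2 values and adjusted after Benjamini-Hochberg, and a gene was called changed at an adjusted p under 0.05. Gene lists for pathways and cell types were fixed before the data were examined. With 3 arrays per construct the number of arrays limits the precision. In simulated data for the comparison of p96+p185 with p185 over 7055 genes, 35 of 67 genes with a planted log2 change of 0.5 were recovered, as were 67 of 67 with a change of 1 and 66 of 66 with a change of 2. In the spleens 5212 genes were called changed in this comparison, far more than were planted. These shares therefore may not carry over to the spleens.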

The analysis was performed in triplicates for each construct, empty vector (control), p96^*ABL/BCR*^, p185^*BCR/ABL*^ and p96^*ABL/BCR*^-p185^*BCR/ABL*^. An unsupervised clustering grouped the profiles of the triplicates together (Fig 5C). 

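The control and p96+p185 spleens were rich in transcripts of the erythroid lineage, which the p96 and p185 spleens lacked for the most part. The median over 36 erythroid genes, such as those of haem synthesis and the red cell membrane, was 10.63 ± 0.06 on the log2 scale (SD, n = 3 arrays) in p96+p185 and 10.57 ± 0.19 (SD, n = 3) in control, against 5.68 ± 0.08 (SD, n = 3) in p96 and 5.70 ± 0.06 (SD, n = 3) in p185. Genes of proliferating cells followed the same order, with list medians of 9.12 ± 0.08 in p96+p185, 8.73 ± 0.31 in control, 6.61 ± 0.19 in p96 and 6.72 ± 0.05 in p185 (SD, n = 3 each). T cell genes ran the other way, with 6.75 ± 0.02 in p96+p185 and 6.53 ± 0.08 in control against 8.21 ± 0.14 in p96 and 8.16 ± 0.11 in p185 (SD, n = 3 each). Neutrophil granule genes separated all 4 constructs, with 11.40 ± 0.18 in control, 8.24 ± 0.23 in p96, 7.33 ± 0.14 in p96+p185 and 5.37 ± 0.07 in p185 (SD, n = 3 each). The paper reports more spleen colonies with p96 than with the empty vector or p185 (Fig 5B). The erythroid and proliferation medians did not follow that order, since both were far lower in p96 than in control. Colonies were counted in other spleens than those used for RNA, and the cause of this difference was not tested.

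**Figure D1:**
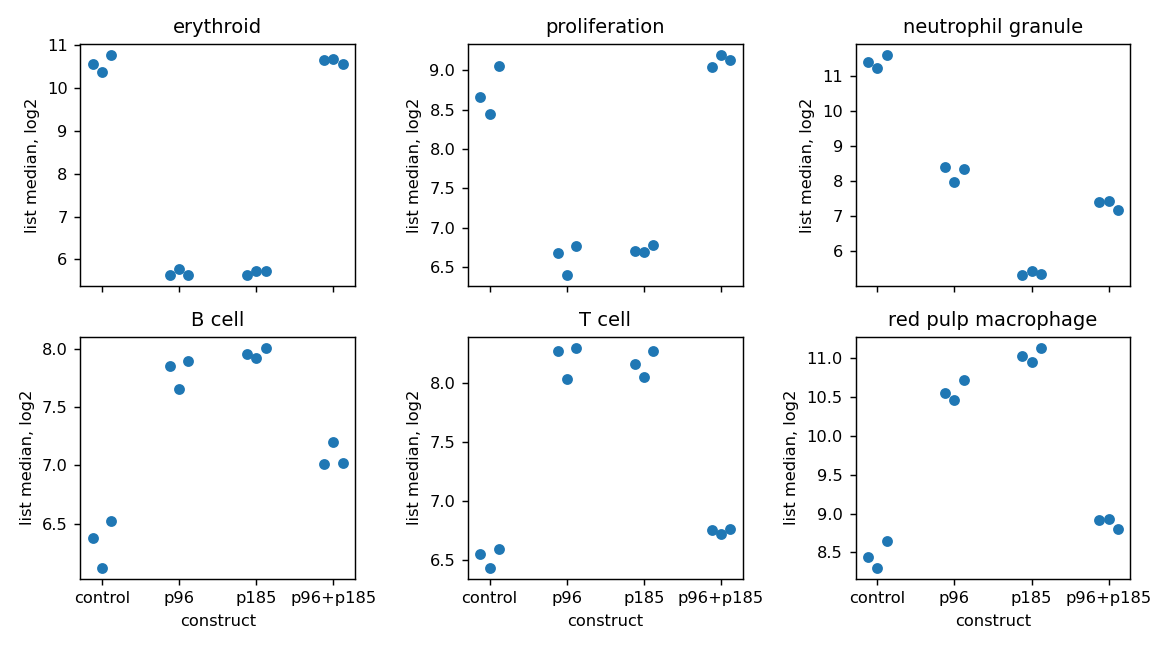
Median log2 expression over the tested members of 6 gene lists (vertical axes) in the CFU-S12 spleens of 4 constructs (horizontal axes). Each point is 1 array, with 3 per construct, and the scale differs between panels. The erythroid medians of control and p96+p185 lie near 10.6 and those of p96 and p185 near 5.7.

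Hierarchical clustering on the 1000 genes of highest SD, with 1 minus the Pearson correlation as distance, placed the 3 arrays of each of the 4 constructs on a branch of their own. The first division parted the 6 control and p96+p185 arrays from the 6 p96 and p185 arrays. Across these genes the mean correlation was 0.991 between arrays of 1 construct and 0.221 between arrays of different constructs, a difference of 0.770. The exact permutation test over all 15400 ways to form 4 groups of 3 gave p = 6.49e-05 (one-sided), the smallest p that these arrays allow.

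**Figure D2:**
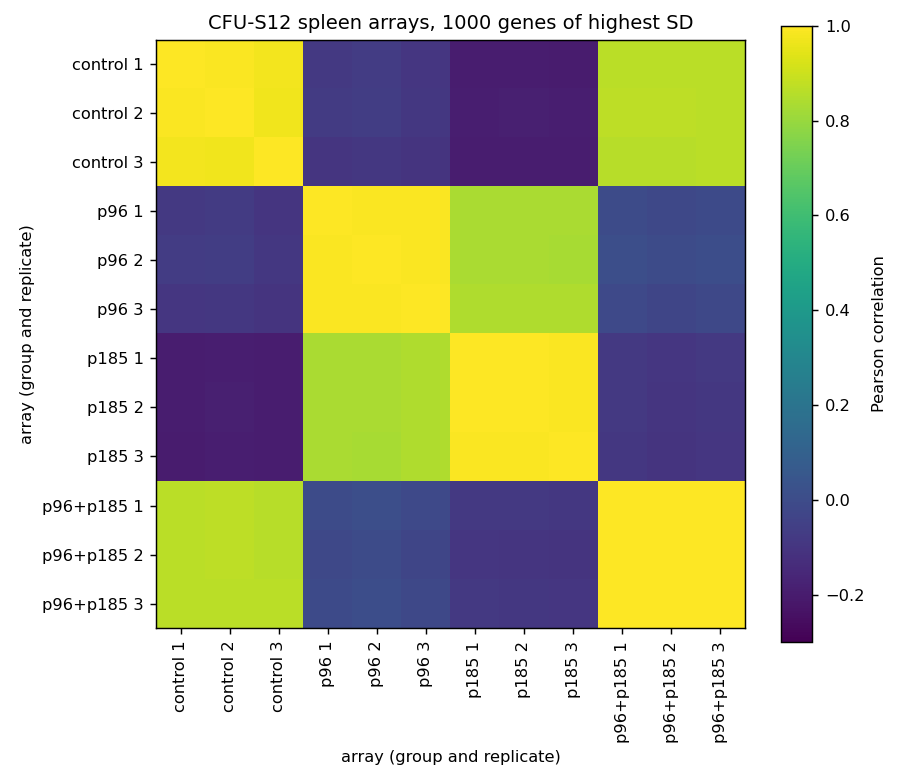
Pearson correlation (colour) between each pair of the 12 arrays over the 1000 genes of highest SD, with the arrays ordered by construct and replicate on both axes. Arrays of 1 construct form squares of high correlation, and the highest correlation between arrays of different constructs is 0.868.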

Due to the wide range of differentially expressed genes between p185^*BCR/ABL*^ and p96^*ABL/BCR*^-p185^*BCR/ABL*^ samples, we analyzed in greater detail those signaling pathways known to be important for the pathogenesis of Ph^+^ leukemia in which at least 5 genes were differentially regulated. These pathways were related to cell cycle regulation, proliferation and apoptosis (Fig 5D). 

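Red cell genes were higher in the p96+p185 spleens than in the p185 spleens. Hbb-y, an embryonic beta-like globin, reached 11.87 ± 0.02 on the log2 scale in p96+p185 and 4.80 ± 0.24 in p185 (SD, n = 3 each), a log2 fold change of 7.07 (standard error 0.17, adjusted p = 1.39e-23 from limma). The level in p185 lay below an intensity of 100, and with such values set to 100 the log2 fold change of Hbb-y was at least 5.22. Higher too were Cldn13 with 6.92, the Rhesus proteins Rhag with 6.47 and Rhd with 6.12, the anion exchanger Slc4a1 with 6.18, Trim10 with 5.87, Epb42 of the red cell membrane with 5.86, Hemgn with 5.79, the amino acid transporter Slc43a1 with 5.73 and the transferrin receptor Tfrc with 5.67, all below an intensity of 100 in p185, so that the sizes depend on the floor of the arrays and give no order. All 36 erythroid genes tested were higher in p96+p185, with a median log2 fold change of 4.72 (36 higher also when adjusted over the list alone; camera adjusted p = 1.76e-28, and adjusted p = 0.21 with an estimated correlation). In p185 only 8 of the 36 lay above an intensity of 100, and with lower values set to 100 the median was 3.74. Proliferation genes were higher in 43 of 43 cases, with a median of 2.68, and 15 of 17 replication-dependent histone genes were higher, with a median of 3.13 (43 and 15 when adjusted over the list alone; camera adjusted p = 7.89e-23 and 1.35e-08, and both with adjusted p = 0.33 with an estimated correlation). With values below an intensity of 100 set to 100 the medians were 2.26 and 3.13.

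Digestive enzymes of the exocrine pancreas and other acinar genes were lower in p96+p185 than in p185. Ctrb1, a chymotrypsinogen, was at 5.52 ± 0.13 in p96+p185 and at 11.27 ± 0.22 in p185 (SD, n = 3 each), a log2 fold change of -5.75 (standard error 0.16, adjusted p = 1.36e-22 from limma), or -4.63 with values below an intensity of 100 set to 100. Lower too were the trypsins Try5 (-5.46) and Try4 (-4.47), the carboxypeptidases Cpb1 (-4.98) and Cpa1 (-4.37), Reg1 (-4.88), the elastase Cela2a (-4.08), the lipase-related Pnliprp1 (-4.06), Sycn of the zymogen granule (-4.01) and Ctrl (-3.99). All 17 pancreas genes tested were lower, with a median of -4.01 (17 when adjusted over the list alone; camera adjusted p = 1.10e-11, and adjusted p = 0.21 with an estimated correlation). In p96+p185 only 1 of the 17 lay above an intensity of 100, and with lower values set to 100 the median was -2.85, so that these sizes give no order either. Expression in the spleen and pancreas tissue taken along with it were not told apart. Genes of several resident spleen cells were lower as well. The 20 monocyte and macrophage genes (median -1.62), the 12 of red pulp macrophages (-1.97), the 12 of T cells (-1.60) and the 9 of NK cells (-1.92) all fell, also when adjusted over each list alone, and of 12 B cell genes 11 fell and Tnfrsf13c rose by 1.75. With values below an intensity of 100 set to 100 the first 4 medians were -1.62, -1.97, -1.36 and -1.27. The camera adjusted p of these 5 lists lay between 2.90e-07 and 0.0096, and with an estimated correlation the adjusted p was 0.38, 0.36, 0.24, 0.33 and 0.44.

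In all, 5212 of 7055 genes were changed, 2129 higher and 3083 lower in p96+p185, and 2646 of them by at least 2-fold. The 3 arrays of one construct lay entirely above or below those of the other for 5945 genes, or 84.3%, where chance gives 10%. For a single gene the exact permutation test of 3 arrays against 3 cannot go below 0.1.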

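Most of the cell cycle genes tested were higher in p96+p185 than in p185, while most changed genes of the MAPK, JAK/STAT and NFκB lists and of apoptosis were lower. These are RNA levels of list members in whole spleens and do not measure pathway activity. The paper assessed the activity of Stat5 and Erk1/2 by phosphorylation in Ba/F3 cells (Fig 1C). Of 90 cell cycle genes tested, 62 were higher and 11 lower (62 and 11 when adjusted over the list alone), with a median log2 fold change of 1.07 (camera adjusted p = 0.46 with an estimated correlation). Of 59 NFκB genes, 5 were higher and 47 lower (5 and 47 when adjusted over the list alone), with a median of -0.97 (camera adjusted p = 0.46 with an estimated correlation). The 5 higher NFκB genes, listed after their values were seen, were Bcl2l1, Tab3, Tnfrsf13c, Parp1 and Csnk2a1. The endotoxin co-receptor Cd14 fell by 2.46 (standard error 0.16, adjusted p = 3.66e-14 from limma), and the Toll-like receptors Tlr7 and Tlr4 fell by 2.14 and 2.13. Of 90 MAPK genes, 13 were higher and 61 lower (13 and 61 when adjusted over the list alone), with a median of -0.72 (camera adjusted p = 0.70 with an estimated correlation), and of 52 JAK/STAT genes 10 were higher and 34 lower (10 and 34 when adjusted over the list alone), with a median of -0.80 (camera adjusted p = 0.74 with an estimated correlation).

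Apoptosis genes were higher in 10 and lower in 26 of 43 cases (10 and 27 when adjusted over the list alone), with a median of -0.62. PI3K/AKT genes were higher in 18 and lower in 33 of 68 cases, with a median of -0.23, and p53 pathway genes were higher in 18 and lower in 16 of 42 cases, with a median of 0.03 that turned to -0.04 when each array was centred on its median (the same counts for both lists when adjusted over the list alone). The numbers of changed genes in the 7 lists were 73, 52, 74, 44, 36, 51 and 34 in this order. With values below an intensity of 100 set to 100, the medians were 0.92, -0.74, -0.52, -0.46, -0.46, -0.18 and 0.01 in the same order.

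Against the other genes tested, camera with its preset correlation gave an adjusted p of 1.82e-10 for the cell cycle, 3.16e-05 for NFκB, 0.0019 for MAPK and 0.031 for JAK/STAT. None of these 4 passed with an estimated correlation. Apoptosis (adjusted p = 0.15), the p53 pathway (0.13) and PI3K/AKT (0.58) did not pass the camera test with the preset correlation either. The lists were written for this work, since the paper's text does not give the members behind Fig 5D, and lists share members, for example 15 between the cell cycle and the p53 pathway. The erythroid and proliferation genes rose, and the genes of macrophages, T cells and NK cells fell, in the same comparison.

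**Figure D3:**
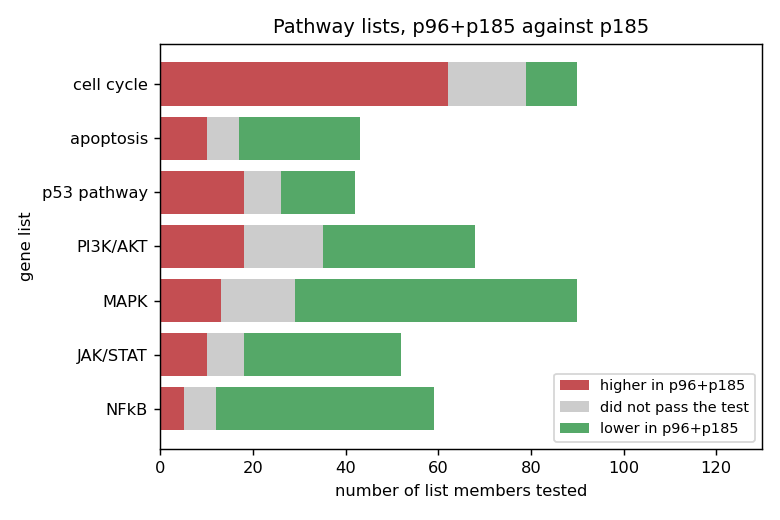
Number of tested members (horizontal axis) of the 7 pathway lists (vertical axis) in p96+p185 against p185. The bars stack the genes higher in p96+p185, those that did not pass the test and those lower in p96+p185 at an adjusted p under 0.05 from limma. The cell cycle list holds mostly higher genes and the NFκB list mostly lower ones.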

The schematic representation of genes involved in these pathways is represented in S3–S8 Figs. This analysis revealed an increase of Tp53 expression upon co-expression of p96^*ABL/BCR*^ and p185^*BCR/ABL*^. 

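Gadd45a, which encodes a stress sensor of DNA damage and growth arrest, was far higher in p96+p185 than in p185 spleens. Its log2 expression was 10.45 ± 0.10 in p96+p185 and 6.86 ± 0.11 in p185 (SD, n = 3 arrays each). This is a log2 fold change of 3.59, or 12.1-fold (standard error 0.17, 95% interval 3.24 to 3.94, adjusted p = 4.67e-17 from limma). Each p96+p185 array lay above each p185 array (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). The erythroid genes were raised in the same arrays. Of 20 p53 target genes tested, 4 were higher and 10 lower (4 and 10 when adjusted over the list alone), with a median log2 fold change of -0.37 (-0.22 with values below an intensity of 100 set to 100; adjusted p = 0.81 from camera in limma). The 4 higher genes, listed after their values were seen, were Gadd45a, Btg2, Gpx1 and Pidd1. Btg2, an anti-proliferative target gene, was higher in p96+p185 by 2.07 (standard error 0.14, adjusted p = 8.23e-14 from limma). Phlda3, a repressor of AKT signalling, fell by 1.25 (standard error 0.13, adjusted p = 8.53e-10 from limma), and Pmaip1, which encodes the pro-apoptotic Noxa, fell by 1.22 (standard error 0.13, adjusted p = 9.39e-10 from limma). Phlda3 and Pmaip1 lay below an intensity of 100 in all 3 p96+p185 arrays. With such values set to 100 their changes were -0.61 and -0.68.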

The up-regulation of Tp53 was accompanied by an up-regulation of Gadd45α, but not of Cdkn1a, both main Tp53 target genes in the DNA-damage response (Fig 5D). In order to validate the microarray data, q-RT-PCR was performed on the RNA derived from CFU-S12 and the results were in agreement with those obtained in the expression profiling (Fig 5E).

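On the arrays, Gadd45a was as high in control as in p96+p185 and low in p96 and in p185. In control spleens its log2 expression was 10.45 ± 0.25 (SD, n = 3 arrays), so that p96+p185 differed from control by 0.00 (standard error 0.17, 95% interval -0.35 to 0.35, adjusted p = 0.997 from limma). Quantile normalization on top of the deposited values changed this difference to -0.45 (adjusted p = 0.0029 from limma, with a range of 0.0029 to 0.997 over the settings tried). In p96 spleens the value was 7.23 ± 0.36 (SD, n = 3), which is lower than control by a log2 fold change of -3.22 (adjusted p = 5.55e-16 from limma), and in p185 spleens it was lower than control by a log2 fold change of -3.59 (adjusted p = 4.81e-17 from limma). Between p96 and p185 Gadd45a differed by 0.37 (standard error 0.17, adjusted p = 0.084 from limma). Without replicate 2 of p96 this difference was 0.57 and passed the test. The erythroid genes were high and low in the same constructs as Gadd45a. The Y-linked gene Eif2s3y was higher in control, at 6.20, than in the other constructs, although the methods name female mice as the source of the cells, and this difference goes with every comparison with control. From the profiles of the p185 and p96+p185 spleens the paper concludes that Gadd45α was up-regulated upon co-expression of both fusion proteins while Cdkn1a was not, and it states that q-RT-PCR on RNA of the CFU-S12 spleens gave the same results (Fig 5E). Cdkn1a was not analysed here.

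**Figure D4:**
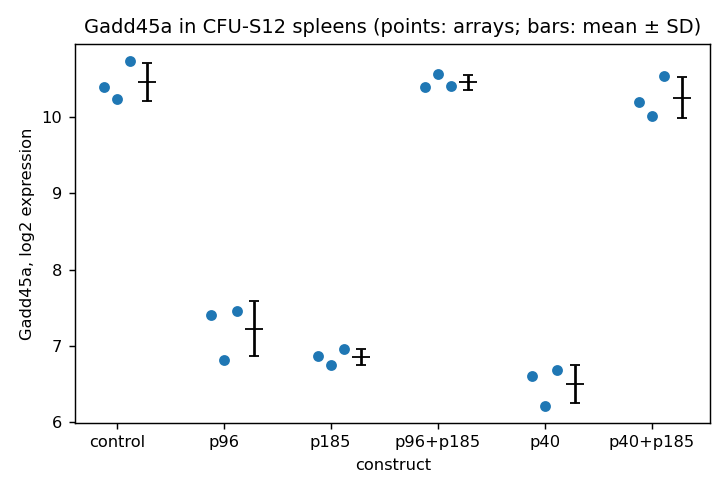
Log2 expression of Gadd45a (vertical axis) in CFU-S12 spleens of the 6 constructs (horizontal axis). Points are the 3 arrays of each construct, and the bars beside them give the mean ± SD. The control, p96+p185 and p40+p185 arrays all lie above 10, and the p96, p185 and p40 arrays all lie below 7.5.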

To confirm the significance of these findings for the human Ph+ ALL we studied the GADD45α expression in PD-LTCs of Ph^+^ ALL. Therefore we targeted p96^*ABL/BCR*^ in PH and BV PD-LTCs by the above described shRNA and revealed a significant reduction of GADD45α expression by q-RT-PCR (Fig 5F).

Up-regulation of Tp53 and Gadd45α is related to DNA-repair processes [38]. In order to disclose a relationship between co-expression of p96^*ABL/BCR*^ and p185^*BCR/ABL*^ and increased DNA-repair we compared the γH2AX foci in p185^*BCR/ABL*^-positive and p96^*ABL/BCR-*^p185^*BCR/ABL*^-positive leukemic spleens as a marker for DNA-repair at sites of double-strand breaks (DSB)(S1 Text)[39]. We found in p185^*BCR/ABL*^-positive spleens an increased number of signals, many of them abnormal [40] and most likely related to the high number of apoptotic granulocytes (S9 Fig). In contrast p96^*ABL/BCR-*^p185^*BCR/ABL*^-positive leukemic spleens showed a high number of cells with γH2AX foci, indicating an increased number of DSBs with ongoing DNA repair (S9 Fig). These data strongly suggest that the up-regulation of Tp53/Gadd45α is related to increased number of DSBs upon co-expression of p96^*ABL/BCR*^ in p185^*BCR/ABL*^-positive leukemia.

Given the fact that Gadd45α can be regulated also independently of Tp53 [38] we wondered whether the up-regulation of Gadd45α may contribute by itself to the biological effects of p96^*ABL/BCR*^. Therefore we lentivirally expressed Gadd45α in early primary Sca1^+^/lin^-^ HSPCs (S1 Text). We kept these cells either in liquid culture or plated them in semi-solid medium both supplemented with mIL-3, mIL-6 and mSCF. The cells in semi-solid medium were harvested, counted and replated as described above. In both conditions the expression of Gadd45α led to an increased proliferation which led to an increased colony number as compared to empty vector transduced controls in the serial plating rounds (S10 Fig).

### p185^*BCR/ABL*^ alone induces a CML-like disease whereas the co-expression with p96^*ABL/BCR*^ leads to leukemia with an ALL phenotype

In order to further investigate the consequences of the co-expression of p96^*ABL/BCR*^ and p185^*BCR/ABL*^ for leukemogenesis, we addressed the question of whether the presence of p96^*ABL/BCR*^ affects the phenotype or initiation of p185^*BCR/ABL*^-mediated leukemia. Therefore we transduced Sca1^+^ murine HSPCs with p96^*ABL/BCR*^, p185^*BCR/ABL*^ and the provirus encoding both proteins and inoculated the transduced HSPCs into sub-lethally (4,5 Gy) irradiated recipients. Recipients inoculated with empty vector transduced Sca1^+^ cells served as controls (Fig 6A). As already known, all the mice inoculated with p185^*BCR/ABL*^-transduced cells rapidly developed a CML-like myeloproliferative disease defined by splenomegaly (400–1200 mg spleen weight) and high numbers of Mac1 (monocytes- macrophage) and Gr1 (granulocytes) and a low number of B220 (mature B-cell) expressing cells (Fig 6C and 6D). Notably, the co-expression of p96^ABL/BCR^ and p185^ABL/BCR^ induced a lymphoid-like leukemia phenotype in 37% of the mice, with the majority of BM cells expressing the B220, and only few myeloid cells and associated with moderate splenomegaly (90–300mg spleen weight)(Fig 6B–6D). As compared to the CML-like disease induced by p185^*ABL/BCR*^ alone, the onset of the B-cell leukemia was delayed. In contrast to the CML-like disease the p96^*ABL/BCR*^ and p185^*ABL/BCR*^ induced lymphoid-like leukemia was re-transplantable, giving origin to a full blown leukemia within 38–60 days (Fig 6B). The secondary leukemia exhibited a surface marker phenotype identical to that of the primary leukemia characterized by a great majority of B220/CD19-positive blasts confirming the B-cell origin of these leukemias (Fig 6E).

**Fig 6:**
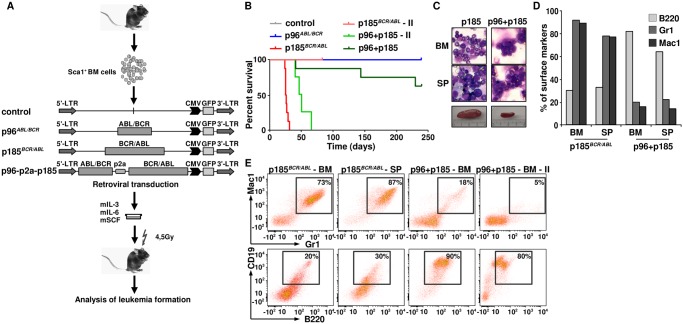
The leukemogenic potential of t(9;22) fusion proteins. (A) Schematic representation of the experimental procedure. Sca1^+^ bone marrow cells were infected with the indicated retroviruses and inoculated into sub-lethally irradiated mice. Empty vector-transduced cells were used as control; (B) Kaplan Maier curves present the probability of survival upon primary induction of leukemia and re-transplantation of leukemic cells in order to induce secondary (II) leukemia; (C) May-Grünwald-Giemsa staining of cytospins from BM and spleens of p185^*BCR/ABL*^ and p96+p185-positive leukemia of one representative mouse in each group; (D) Expression of differentiation specific surface markers (Mac1: monocytes- macrophage, Gr1: granulocytes and B220: mature B-cells) of one representative mouse in p185^*BCR/ABL*^ and *p96* ^*ABL/BCR*^ + p185^*BCR/ABL*^ (p96+p185) groups. (E) Co-expression of differentiation specific surface markers (Mac1/Gr-1—myeloid leukemia; B220/CD19: B-cell leukemia) of one representative mouse in p185^*BCR/ABL*^ and *p96* ^*ABL/BCR*^ + p185^*BCR/ABL*^ (p96+p185) groups and secondary transplanted sup.

In summary, these data indicate that the co-expression of p96^*ABL/BCR*^ and p185^*BCR/ABL*^ shifts the leukemia from a myeloproliferative disease upon p185^*BCR/ABL*^ alone to ALL.

## Discussion

Our understanding of the pathogenesis of Ph^+^ leukemias has improved, but several key features remain unexplained, such as the association of the m-BCR with Ph^+^ ALL and different responses of (m-BCR) p185^*BCR/ABL*^ and (M-BCR) p210^*BCR/ABL*^-positive leukemia to TKIs. In contrast to CML-CP, which is maintained by p210^*BCR/ABL*^ alone [41], many findings suggest that in Ph^+^ ALL BCR/ABL needs additional factors for the induction and maintenance of the disease.

Although the t(9;22) is a balanced translocation, one of the most obvious factors, the reciprocal ABL/BCR fusion protein was early abandoned, because no relationship between the presence of the transcripts and clinical features, like prognosis, therapy response, or others was seen [42]. These observations, in a still pre-TKI era, were exclusively based on CML, but until today nothing is known about a role for p96^*ABL/BCR*^ in Ph^+^ ALL, where the transcript is present in 100% of the cases with m-BCR and efficiently translated [13,16].

Our here presented data further confirms that the ABL/BCR contributes to the maintenance of the disease. This is supported by the fact that a siRNA-mediated targeting of ABL/BCR strongly reduced the proliferation not only of an ALL cell line, but also of primary Ph^+^ PD-LTCs, which was accompanied by the induction of apoptosis.

The cell growth arrest and apoptosis upon down-regulation of ABL/BCR strongly suggests a functional interplay between the two fusion proteins in Ph^+^ ALL. This is further confirmed by our findings that ABL/BCR increases transforming kinase activity of BCR/ABL leading to a higher proliferation rate in factor-dependent Ba/F3 cells, primary human CD34^+^/CD38^-^ HSCs, a tremendously increased colony formation in the classical transformation assays in untransformed fibroblasts and an increased CFU-S12 formation. The functional interplay between the two fusion proteins seems to be based on an enhanced kinase activity of BCR/ABL in the presence of ABL/BCR leading to an enhanced activity of Erk kinase responsible for an increased transformation potential of BCR/ABL. MAP kinase pathway activates the expression of its downstream target genes; therefore it still has to be investigated if this alters the phosphorylation of BCR/ABL upstream of this protein.

The functional interplay enhances the expression of Tp53 and one of its target genes, Gadd45α, but not that of Cdkn1a most likely as a response to an increased number of DSBs in cells co-expressing BCR/ABL and ABL/BCR leading to DNA-repair but not to apoptosis or senescence. Why the up-regulation of Tp53 activated only Gadd45α but not Cdkn1a, is still unclear. An explanation could be the capacity of Tp53 to regulate long intergenic non coding RNAs (lncRNA) which may play a role in the regulation of Cdkn1a expression [43,44]. On the other hand the consequences of an up-regulation of Tp53 in hematopoietic cells seem also to be dependent on their differentiation status. Only in committed progenitors the X-ray induced up-regulation of Tp53 leads to apoptosis, whereas in short-term hematopoietic stem cells the induction of Tp53 is not followed by apoptosis, suggesting a different DSB responses in stem cell and progenitor populations with a different differentiation potential [45]. Given the fact that Cdkn1a is a an attenuator of BCR/ABL-mediated cell proliferation [46], its down-regulation in the presence of ABL/BCR together with activation of Gadd45α may contribute to the enhanced transformation potential of BCR/ABL. To which extent the Gadd45α activation is involved in the pathogenesis of Ph+ ALL remains to be disclosed. On the other hand Gadd45α does not exhibit growth suppressing functions, as suggested by our findings that Gadd45α is able to increase proliferation of murine HSPCs. This is in accordance to findings showing that up-regulation of GADD45 does not only protect hematopoietic progenitors from UV-induced apoptosis by the activation of p38-NFκB signaling [47,48], but it represents together with an activation of ERK-1 a negative prognostic factor in malignant lymphoproliferative diseases [49]. Our data indicate that Ph^+^ ALL may be one of the malignant diseases in which Gadd45α exhibits a pro-oncogenic function [50].

The functional interplay between BCR/ABL and ABL/BCR may promote the disease in the absence of BCR/ABL inhibition, whereas the functional independence of ABL/BCR as a self-standing leukemogenic factor may contribute to the maintenance of the disease upon an efficient BCR/ABL inhibition and thus to the only transient response of Ph^+^ ALL patients to the TKI treatment. The functional independence of ABL/BCR is given not only by the increased serial replating efficiency and CFU-S12, as compared to BCR/ABL and controls, but also by its capacity to induce a leukemic phenotype in syngenic mice [13]. One could hypothesize that there may exist a functional hierarchy with BCR/ABL active in committed progenitors and ABL/BCR active at an earlier stage of differentiation, which contributes to the maintenance of the leukemia even upon an efficient BCR/ABL inhibition and the following selection of subclones with BCR/ABL harboring resistance mutations.

A functional hierarchy between the t(9;22) fusion proteins could play an important role for the fate decision of leukemia. From the Sca1^+^ compartment BCR/ABL is able to induce nearly exclusively myeloproliferative disease, which is characterized by a rapid onset of the disease, accumulation of mature myeloid linage cells in the spleen and BM and splenomegaly. However an ALL-like phenotype appeared when we co-expressed both p96^*ABL/BCR*^ and p185^*BCR/ABL*^ even with a lower incidence and a much longer latency as compared to BCR/ABL alone. The shift from myeloid to lymphatic phenotype may be due to the increased BCR/ABL kinase activity in the presence of p96^*ABL/BCR*^ as it has been already shown by Jones and co-worker for the development of myeloid or lymphatic BC in patients with CML [10]. The fact that not all of these mice develop the disease can be attributed most likely to the fact that the target cells for leukemic transformation followed by an acute leukemia phenotype by p96^*ABL/BCR*^ and p185^*BCR/ABL*^ are rarer, as compared to that targeted by BCR/ABL for induction of myeloproliferation. In addition, a different grade of proliferative advantage between the two scenarios may account for the differences in latency.

Taken together, our study provide clear evidence of a functional interplay between BCR/ABL and ABL/BCR in the pathogenesis of Ph^+^ ALL, which suggest an additional target to be hidden by molecular therapy approaches in order to achieve an efficient treatment of this high risk subgroup of ALL.

## Materials and Methods

### Plasmids

The cDNAs encoding p185^*BCR/ABL*^ PML/RARα and p96^*ABL/BCR*^ were described previously [17,51,52]. For the simultaneous expression of genes, p2a peptide-linked multi-cistronic retroviral vector was used, which allows the expression of multiple proteins from a single open reading frame (ORF)[53]. The p2a sequence was kindly provided by Frank Schnütgen (University Clinic, Frankfurt, Germany). In order to construct pEp96^*ABL/BCR*^-p2a-p185^*BCR/ABL*^ the p2a fragment was amplified by PCR using Pr1, 5′- gcg gcc gcg agc cac gaa ctt ctc-3′and Pr2, 5′- ggt cag taa att gga tat cgg ccc-3′ and transferred via TA cloning into the pCR2.1 vector (Invitrogen, Karlsruhe, Germany) and controlled by Sanger sequencing. Then it was transferred by EcoRV/NotI into EcoRV/NotI digested pEp96^*ABL/BCR*^. As next step for a continuous ORF, stop codon of the p96^*ABL/BCR*^ sequence was deleted using the “quick change site-directed mutagenesis” kit (Stratagene, La Jolla, CA, USA) using Pr3, 5′-ttc tcc acc gaa gtc aag aat tcg cgg ccg-3′ and Pr4, 5′-cgg ccg cga att ctt gac ttc ggt gga gaa-3′. FseI and SacII sites were introduced in p96^*ABL/BCR*^-p2a fragment at the 5' and 3', respectively, by PCR using the following primers: Pr5, 5′-acc cgc gga tgt tgg aga tct gc-3′ and Pr6, 5′-ggc cgg cct tcg gcc cgg ggt ttt-3′. The resulting construct was then subcloned into the FseI/SacII-digested pEp185^*BCR/ABL*^. All PCR-products were controlled by Sanger sequencing. Thus the final construct was available in the Gateway^®^ entry-vector (pENTR1A) for recombination into destination Gateway^®^ vectors according to the manufacturer's instructions (Invitrogen). All retroviral expression vectors used in this study were based on PINCO as previously described [54]. Lentiviral vectors expressing short hairpins against human ABL/BCR and non-targeting control lentiviral vectors were based on the PLKO-1 vector (Sigma, Steinheim, Germany). The shRNAs were designed as siR961: ccg gca gat cca gat acc taa gct cga gct tat tag gta tct gga tct gtt ttt tg, and siR962: ccg gca aga gtt aca cgt tcc tga tct cga gat cag gaa cgt gta act ctt gtt ttt.

### Cell lines, inhibitors

Ecotropic Phoenix, 293T packaging cells, and Rat-1 fibroblasts were cultured in Dulbecco’s modified Eagle medium (DMEM; sigma) supplemented with 10% FCS (Invitrogen, Karlsruhe, Germany). K562 and SupB15 cells were kept in RPMI 1640 containing 10% or 15% FCS, respectively. Ba/F3 cells were grown in RPMI + 10% FCS supplemented with 10ng/mL mIL-3 (Cell Concepts, Umkirch, Germany). Ph^+^ ALL patient-derived long-term cultures (PD-LTCs)(PH, BV, VG and HP) were maintained in a serum-free medium as described previously [24,55]. Imatinib (kindly provided by Novartis, Basel, Switzerland) and GNF-2 (Sigma) were dissolved in DMSO for a stock solution and diluted to the appropriate concentrations.

### Isolation of Sca1^+^ and Sca1^+^/lin^-^ HSCs

All animal studies were performed in accordance with international animal protection guidelines and approved by the Regierungspräsidium Darmstadt (approval number F39/08). Sca1^+^ and Sca1^+^/lin^-^ HSCs were isolated from 8 to 12 week-old female C57BL/6J mice (Janvier, St. Berthevin, France) as described. The cells were ‘‘lineage depleted” by labeling the cells with biotin-conjugated lineage panel antibodies against B220, CD3e, Gr1, Mac1 and Ter-119 (Miltenyi, Bergisch-Gladbach, Germany). Labeled cells were removed using ‘‘MACS” cell separation columns according to the manufacturer's instructions. Sca1^+^ cells were purified by immunomagnetic beads using the ‘‘MACS” cell separation columns according to the manufacturer’s instructions (Miltenyi). Prior to further use, the purified cells were pre-stimulated in medium containing mIL-3 (20 ng/mL), mIL-6 (20 ng/mL) and mSCF (100 ng/mL)(Cell Concepts).

### Enrichment of CD34^+^/CD38^-^ cells

The source of CD34^+^/CD38^-^ was residual peripheral blood (PB) of healthy donors stimulated with G-CSF for the mobilization for stem cell transplantation kindly provided by Halvard Bönig (German Red Cross Blood Donor Centre, Institute of Transfusion Medicine and Immunohematology, Goethe University, Frankfurt, Germany) after informed consent. CD34^+^ cells were isolated using the CD34-Multisort Kit (Miltenyi) followed by the CD38 depletion by labeling the cells with FITC-conjugated anti CD38 antibody which allowed the immunomagnetic isolation by a MACS separation column according to the manufacturer's instructions (Miltenyi).

### Retro- and lentiviral infection

Retro- and lentiviral supernatant using ecotropic Phoenix and 293T packaging cell lines were obtained as described [56]. 24-well plates were first coated with retronectin (Takara Bio Inc., Otsu, Japan) followed by the retro- or lentiviral supernatant. Then target cells (10^5^ cells/mL) were plated and incubated overnight by 37°C. Subsequently another two rounds of infection were performed by adding viral supernatant and centrifuged at 2.200 rpm for 45 minutes by 32°C. Infection efficiency was measured after 48h by determining the percentage of GFP-positive cells by fluorescence-activated cell sorting (FACS). Differences in the infection efficiency between samples did not exceed 10%.

### Cell growth, proliferation and apoptosis

Proliferation was assessed by using XTT proliferation kit (Roche, Mannheim, Germany), according to the manufacturer’s instructions. Cell growth was assessed by dye exclusion using Trypan-blue according to widely used protocols. Apoptosis was measured by the 7-amino-actinomycin D (7-AAD) method as described before [52,57].

### Transformation assay

After retroviral transduction 5 x 10^3^ transduced Rat-1 cells were suspended in ‘top-agar’, DMEM supplemented with 10% FCS and 0.25% bacto-agar (DIFCO Laboratories, Detroit, USA), and stacked in six-well plates filled with DMEM supplemented with 10% FCS and 0.5% bacto-agar (2 ml per well). After 15 days incubation at 37°C and 5% CO_2_ colonies were counted. The focus-formation assays were performed in 24-well plates. 4 x 10^4^ transduced Rat-1 cells/well were plated. Unstained foci were photographed at day 15 using an AxioCam HRc system (Zeiss, Goettingen, Germany) with 10x magnification.

### Immunoblotting

Immunoblot analyses were performed according to widely established protocols using the following antibodies: anti-ABL (α-ABL), anti-BCR (α-BCR) (St. Cruz Biotechnology, Santa Cruz, USA), anti- phosphorylated ABL (α-p-ABL-Y245), anti-CRKL (α-CRKL), and anti-phosphorylated CRKL (α-p CRKL-Y207), anti-STAT5 (α-STAT5), and anti-phosphorylated STAT5 (α-p STAT5-Y694), anti-ERK (α-ERK), and anti-phosphorylated ERK (α-p ERK-T202-Y204) and anti-phosphorylated BCR (α-p BCR-Y177) (Cell Signaling, Boston, USA), and anti-Tubulin (α-Tubulin)(Neo Markers, Asbach, Germany). Membrane blocking and antibody incubation were performed in 5% low-fat dry milk, followed by washing in Tris-buffered saline (TBS) (10 mM Tris-HCl pH 8, 150 mM NaCl) containing 0.1% Tween20 (TBS-T). The membrane was then incubated with the secondary horse-radish-peroxidase-conjugated antibody. After extensive washing with TBS-T Signal was detected by chemiluminescence using the ECL detection system (Thermo Scientific, Schwerte, Germany). Blots were “stripped” using Restore Western blot Stripping Buffer Pierce (Perbio Science, Bonn, Germany). The quantification of the protein bands was performed with Image Studio 4.0 Imaging Software (LI-COR Biosciences, Lincoln, NB, USA).

### Colony forming unit (CFU) assays and serial replating

At day 2 post-infection, Sca1^+^/lin^-^ cells were plated at 5 x 10^3^ cells/mL in methyl-cellulose supplemented with mIL-3 (20 ng/mL), mIL-6 (20 ng/mL) and mSCF (100 ng/mL)(Stem-Cell Technologies, Vancouver, Canada). On day 10 after plating, the number of colony forming units (CFUs) was determined. After washing out from the methyl-cellulose, the cells were stained with specific antibodies for the detection of surface marker expression by FACS. 5 x 10^3^ cells/ml were replated in methyl-cellulose, thus permitting determination of the serial replating potential.

### Day 12 spleen colony-forming unit (CFU-S12) assay

Sca1^+^/lin^-^ cells were retrovirally transduced and plated in 24 well in the presence of mIL-3, mIL-6 and mSCF. After 9 days of culture 1 x 10^4^ infected cells were inoculated intravenously into lethally (11Gy) irradiated recipient mice. At day 12 spleens of 3/6 mice/group were fixed in Tellesnizky’s fixative for counting the colonies and 3 were used for RNA isolation and subsequent gene expression and RT-PCR analysis.

### Syngeneic transduction/transplantation model of leukemia, flow cytometry

Female C57BL/6J mice 8–12 weeks of age (Janvier) were used as recipients and donors. 1x10^5^ transduced Sca1^+^ cells were inoculated into sub-lethally irradiated (4.5 Gy) recipient mice via tail vein injection. The mice were sacrificed at the first appearance of morbidity (weight loss >10%, neurological abnormalities, failure to thrive or diarrhea). Statistical relevance was determined by the Log-rank test. Cytospins of whole bone marrow and spleen cells were stained with May-Grünwald-Giemsa stain. For secondary transplantation the frozen spleen cells from the primary leukemic mice were thawed and 10^4^ cells/mouse were inoculated into sublethally (4.5Gy) irradiated recipients. For surface marker analysis freshly thawed cells (5x10^5^/sample) were stained with B220 (V450), CD19 (PE), Gr1 (PerCP-Cy5.5) and Mac1 (APC) according to manufacturer's instructions (Beckton Dickinson Biosciences, Heidelberg, Germany). Analysis were performed on a FACS Canto II (Beckton Dickinson).

### Gene expression array

RNA was isolated from CFU-S12 spleens using RNeasy kit according to the manufactures protocol (Qiagen, Düsseldorf, Germany). The cDNA synthesis was performed using standardized protocols (Applause WT-Amp Plus ST Systems and Encore Biotin Module, NuGEN (Bemmel, Niederlands). Microarray hybridization to GeneChip MoGene 1.0-ST-V1 (Affymetrix, Santa Clara, CA, USA), washing steps and scanning of the microarray were performed according to Affymetrix protocol. Heatmaps were done with the Spotfire software (Spotfire Decision Site 9.1.2, TIBCO Spotfire, Boston, MA, USA). The statistical analysis was done with the statistical computing environment R version 2.12 [58]. Additional software packages were taken from the Bioconductor project [59].

### Real time PCR

Total RNA and first strand cDNA were obtained from CFU-S12 spleens as described above. The TaqMan PCR was conducted in triplicates in total of two times following standard protocols using the ABI PRISM 7700 (Applied Biosystems, Darmstadt, Germany). For the quantification of Tp53, Gadd45α, and Cdkn1a mRNA, gene expression quantification using ‘‘Assay-on-demand” was performed according to the manufacturer's instructions (Applied Biosystems, Foster City, CA, USA). For the detection of ABL/BCR-transcripts on PH and BV cells the following primers probes were used: AB-a-fw: 5'-cct cgt cct cca gct gtt a-3'; AB-a rev: 5'-gcc gta tcc agg tgg tgt-3'; AB-a probe: 5'Fam—tcc gaa cga gcc atc ttc cag a—3'Tamra; AB-b-fw: 5'-gaa tca tcg agg cat ggg-3'; AB-b-rev; 5'-ccg tat cca ggt gtt c-3'; AB-b probe 5'Fam—cga acg agc cat gtt cca ca-3'Tamra. Normalization to glyceraldehyde-3-phosphate dehydrogenase (Gapdh) was done for each sample. Ct values were exported into a Microsoft Excel worksheet for calculation of fold changes according to the comparative Ct method. The amount of target, normalized to endogenous Gapdh is given by 2^-ΔΔCt^ [60].

### Statistical analysis

All statistical analyses were performed using Student’s-*t*-test and p ≤ 0.05 was considered as significant. All experiments were performed at least 3 times and the results were taken only if the replicates of independent experiments indicated the same results. GraphPad Prism 5.0 was used to provide the statistical calculations.

### Ethics statement

All animal studies were performed in accordance with international animal protection guidelines and approved by the Regierungspräsidium Darmstadt (approval number F39/08). Human cells were used in agreement with the Declaration of Helsinki with the approval of the local ethic committee (approval number 329–10).

## Supporting Information

S1 Fig Targeting p96^*ABL/BCR*^ in Ph^+^ ALL cells. (A) SupB15 cells were lentivirally transduced with shRNAs (siR961 and siR962 and siNTC as control) against p96^*ABL/BCR*^. The effect on the expression of ABL/BCR and BCR/ABL, respectively, was revealed by using the indicated antibodies; anti-tubulin staining was used for loading control. (B) Induction of apoptosis. BV and PH cells were lentivirally transduced with shRNAs (siR961 and siR962 and siNTC as control) against p96^*ABL/BCR*^ and apoptosis rate was measured using 7-AAD by FACS. One representative out of three experiments each performed in triplicates with similar results is given ± SD.
(PDF) Click here for additional data file.

S2 Fig Effect of the t(9;22) fusion proteins on the biology of murine fetal liver HSCs. The expression of the transgenes used in this experiment was detected by FACS for the expression of GFP. The wild-type (WT) cells were taken as negative control for GFP expression.
(PDF) Click here for additional data file.

S3 Fig Schematic representation of genes related to cell cycle regulation. The cell cycle regulation genes and their interaction upon expression of the transgenes is visualized in this picture. The colored (green and red) genes are differentially regulated between p185^*BCR/ABL*^ versus p96+p185 groups. The green colored genes are down-regulated (fold changes < -1) in p185^*BCR/ABL*^-containing spleens in comparison to spleens positive for both p96^*ABL/BCR*^ and p185^*BCR/ABL*^. The red colored genes are up-regulated (fold changes > +2) in p185^*BCR/ABL*^ in comparison to p96+p185 group.
(PDF) Click here for additional data file.

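E2f2, Ccna2, Ccne2 and Ccne1, the 4 cell cycle list members of smallest adjusted p, were higher in p96+p185 than in p185. The transcription factor E2f2 had a log2 fold change of 4.33 (standard error 0.14, adjusted p = 9.85e-21 from limma), with 9.83 ± 0.09 in p96+p185 and 5.50 ± 0.01 in p185 (SD, n = 3 each), or 3.18 with values below an intensity of 100 set to 100. The E-type cyclins Ccne2 and Ccne1 were higher by 3.64 and 3.15, and Ccna2, which encodes cyclin A2, by 3.53 (adjusted p = 2.41e-18, 4.25e-18 and 9.64e-19 from limma). With values below an intensity of 100 set to 100, Ccne2 was higher by 2.72 and Ccne1 by 2.84. At 2-fold or more, 48 list members were higher and 8 lower in p96+p185. Mki67, a marker of cycling cells from the proliferation list, was higher by 4.38 (adjusted p = 1.15e-20 from limma) in the same arrays.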

S4 Fig Schematic representation of genes related to apoptosis. The genes related to apoptosis signaling and their interaction upon expression of the transgenes is visualized in this picture. The colored (green and red) genes are differentially regulated between p185^*BCR/ABL*^ versus p96+p185 groups. The green colored genes are down-regulated (fold changes < -1) in p185^*BCR/ABL*^-containing spleens in comparison to spleens positive for both p96^*ABL/BCR*^ and p185^*BCR/ABL*^. The red colored genes are up-regulated (fold changes > +2) in p185^*BCR/ABL*^ in comparison to p96+p185 group.
(PDF) Click here for additional data file.

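In the apoptosis list the largest changes ran upwards in p96+p185, although most changed members fell. Prkar2b, a regulatory subunit of protein kinase A, had a log2 fold change of 4.00 (standard error 0.17, adjusted p = 2.65e-18 from limma). Prkar2b lay below an intensity of 100 in all 3 p185 arrays. With such values set to 100 its change was 2.63, smaller than those of Bcl2l1 and Birc5. The anti-apoptotic Bcl2l1 was higher by 2.99 (standard error 0.15, adjusted p = 3.81e-16 from limma), with 9.94 ± 0.14 in p96+p185 and 6.95 ± 0.09 in p185 (SD, n = 3 each), and Birc5, which encodes survivin, by 2.95 (standard error 0.16, adjusted p = 2.23e-15 from limma). Csf2rb, the shared receptor chain for interleukin 3 and GM-CSF, fell by 1.86 (standard error 0.14, adjusted p = 6.82e-13 from limma). With values below an intensity of 100 set to 100 the change of Csf2rb was -1.60. At 2-fold or more, 4 list members were higher and 14 lower, and the fourth of the higher ones, singled out after its value was seen, was Htra2. Cd3d, a T cell gene, fell by 2.38 (adjusted p = 3.73e-14 from limma) in the same arrays.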

S5 Fig Schematic representation of genes related to p53 pathway. The genes related to p53 pathway and their interaction upon expression of the transgenes is visualized in this picture. The colored (green and red) genes are differentially regulated between p185^*BCR/ABL*^ versus p96+p185 groups. The green colored genes are down-regulated (fold changes < -1) in p185^*BCR/ABL*^-containing spleens in comparison to the spleen which contained both p96^*ABL/BCR*^ and p185^*BCR/ABL*^. The red colored genes are up-regulated (fold changes > +2) in p185^*BCR/ABL*^ in comparison to p96+p185 group.
(PDF) Click here for additional data file.

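Among p53 pathway genes the largest rise was that of Rrm2, a subunit of ribonucleotide reductase, with a log2 fold change of 4.25 in p96+p185 against p185 (standard error 0.17, adjusted p = 5.47e-19 from limma). Its level was 11.21 ± 0.06 in p96+p185 and 6.97 ± 0.16 in p185 (SD, n = 3 each). Rrm2 also stands in the proliferation list, all of whose tested members were higher. The next members by adjusted p were the E-type cyclins, shared with the cell cycle list, and Gadd45a. At 2-fold or more, 14 list members were higher and 9 lower, and the largest fall was -1.75.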

S6 Fig Schematic representation of genes related to PI3K/AKT pathway. The genes related to PI3K/AKT pathway and their interaction upon expression of the transgenes is visualized in this picture. The colored (green and red) genes are differentially regulated between p185^*BCR/ABL*^ versus p96+p185 group. The green colored genes are down-regulated (fold changes < -1) in p185^*BCR/ABL*^- containing spleens in comparison to the spleens which contained both p96^*ABL/BCR*^ and p185^*BCR/ABL*^. The red colored genes are up-regulated (fold changes > +2) in p185^*BCR/ABL*^ in comparison to p96+p185 group.
(PDF) Click here for additional data file.

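Csf1r, the receptor of macrophage colony-stimulating factor, was the PI3K/AKT list member with the clearest fall in p96+p185. Its level was 8.49 ± 0.08 in p96+p185 and 10.62 ± 0.06 in p185 (SD, n = 3 each), and it fell by 2.14 (standard error 0.13, adjusted p = 2.78e-14 from limma). Fcgr3, an Fc receptor from the monocyte and macrophage list, fell by 2.63 (adjusted p = 4.24e-15 from limma) in the same arrays. The members that rose most clearly were the E-type cyclins and Bcl2l1, which the cell cycle and apoptosis lists also hold. At 2-fold or more, 8 list members were higher and 17 lower.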

S7 Fig Schematic representation of genes related to MAP-kinase pathway. The genes related to MAP-kinase signaling and their interaction upon expression of the transgenes is visualized in this picture. The colored (green and red) genes are differentially regulated between p185^*BCR/ABL*^ versus p96+p185 groups. The green colored genes are down-regulated (fold changes < -1) in p185^*BCR/ABL*^-containing spleens in comparison to the spleens positive for both p96^*ABL/BCR*^ and p185^*BCR/ABL*^. The red colored genes are up-regulated (fold changes > +2) in p185^*BCR/ABL*^ in comparison to p96+p185 group.
(PDF) Click here for additional data file.

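Rasgrp1, an activator of Ras in lymphocytes, fell in p96+p185 by 2.40 (standard error 0.14, adjusted p = 2.78e-15 from limma), from 9.17 ± 0.05 in p185 to 6.77 ± 0.13 (SD, n = 3 each). Gzmb, a granzyme from the NK cell list, fell by 2.52 (adjusted p = 1.20e-14 from limma) in the same arrays. With values below an intensity of 100 set to 100 the change of Gzmb was -2.38. The phosphatase Cdc25b, which activates cyclin-dependent kinases, was higher by 3.14 (standard error 0.15, adjusted p = 4.57e-17 from limma), with 9.07 ± 0.14 in p96+p185 and 5.93 ± 0.13 in p185 (SD, n = 3 each). Cdc25b lay below an intensity of 100 in all 3 p185 arrays. With such values set to 100 it was higher by 2.43. Gadd45a and Csf1r completed the 4 members of smallest adjusted p. At 2-fold or more, 5 MAPK list members were higher and 29 lower. Besides Cdc25b and Gadd45a the higher ones, listed after their values were seen, were Map2k3, Stmn1 and Atf4.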

S8 Fig Schematic representation of genes related to JAK-STAT signaling pathway. The genes related to JAK-STAT signaling and their interaction upon expression of the transgenes is visualized in this picture. The colored (green and red) genes are differentially regulated between p185^*BCR/ABL*^ versus p96+p185 groups. The green colored genes are down-regulated (fold changes < -1) in p185^*BCR/ABL*^-containing spleens in comparison to the spleens positive for both p96^*ABL/BCR*^ and p185^*BCR/ABL*^. The red colored genes are up-regulated (fold changes > +2) in p185^*BCR/ABL*^ in comparison to p96+p185 group.
(PDF) Click here for additional data file.

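Epor, the erythropoietin receptor, was higher in p96+p185 by a log2 fold change of 2.28 (standard error 0.14, adjusted p = 1.36e-14 from limma), with 8.58 ± 0.07 in p96+p185 and 6.30 ± 0.12 in p185 (SD, n = 3 each). It also stands in the erythroid list, all of whose tested members were higher. The interleukin 4 receptor chain Il4ra fell by 1.89 (standard error 0.13, adjusted p = 1.73e-13 from limma), as did Csf2rb of the apoptosis list. Mrc1, the mannose receptor of macrophages, fell by 2.82 (adjusted p = 1.18e-15 from limma) in the same arrays. At 2-fold or more, 5 JAK/STAT list members were higher and 23 lower. Besides Epor the higher ones, listed after their values were seen, were Bcl2l1, Cish, Pim1 and Ccnd3.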

S9 Fig Confocal laser scan analysis of γH2AX staining in spleens of p185^*BCR/ABL*^- and p96^ABL/BCR-^p185^BCR/ABL^-positive leukemia. Green fluorochrome—γH2AX; phaco—phase contrast. Control—empty vector transduced control spleen. p185—p185^*BCR/ABL*^- positive leukemia; p185+p96—p96^ABL/BCR-^p185^BCR/ABL^-positive leukemia.
(PDF) Click here for additional data file.

S10 Fig Effect of Gadd45α on Sca1^+^/lin^-^ HSCPs. Sca1^+^/lin^-^ cells were immunomagnetically isolated from murine BM and the cells were transduced with empty virus or with Gadd45α plated either in liquid culture or in semi-solid medium supplemented with growth factors for determination of the proliferation and serial replating potential, respectively. Proliferation was assessed by XTT at day 5 after plating. Colony numbers were counted on day 10, cells were harvested and serially replated. Each time cells were counted for the determination of cell growth (I-IV-plating rounds).
(PDF) Click here for additional data file.

S1 Text Supplementary information about the microarray pre-processing, supplementary Materials and Methods, and supplementary references. (DOCX) Click here for additional data file.

## References

[1] FaderlS, TalpazM, EstrovZ, O'BrienS, KurzrockR, et al (1999) The biology of chronic myeloid leukemia. N Engl J Med 341: 164–172. 1040385510.1056/NEJM199907153410306

[2] NachevaEP, GraceCD, BrazmaD, GanchevaK, Howard-ReevesJ, et al (2013) Does BCR/ABL1 positive acute myeloid leukaemia exist? Br J Haematol 161: 541–550. 10.1111/bjh.12301 23521501

[3] SoupirCP, VergilioJA, Dal CinP, MuzikanskyA, KantarjianH, et al (2007) Philadelphia chromosome-positive acute myeloid leukemia: a rare aggressive leukemia with clinicopathologic features distinct from chronic myeloid leukemia in myeloid blast crisis. Am J Clin Pathol 127: 642–650. 1736914210.1309/B4NVER1AJJ84CTUU

[4] BarnesDJ, MeloJV (2002) Cytogenetic and molecular genetic aspects of chronic myeloid leukaemia. Acta Haematol 108: 180–202. 1243221510.1159/000065655

[5] CiminoG, PaneF, EliaL, FinolezziE, FaziP, et al (2006) The role of BCR/ABL isoforms in the presentation and outcome of patients with Philadelphia-positive acute lymphoblastic leukemia: a seven-year update of the GIMEMA 0496 trial. Haematologica 91: 377–380. 16531262

[6] FoaR (2011) Acute lymphoblastic leukemia: age and biology. Pediatr Rep 3 Suppl 2: e2 10.4081/pr.2011.s2.e2 22053278PMC3206534

[7] VignettiM, FaziP, CiminoG, MartinelliG, Di RaimondoF, et al (2007) Imatinib plus steroids induces complete remissions and prolonged survival in elderly Philadelphia chromosome-positive patients with acute lymphoblastic leukemia without additional chemotherapy: results of the Gruppo Italiano Malattie Ematologiche dell'Adulto (GIMEMA) LAL0201-B protocol. Blood 109: 3676–3678. 1721328510.1182/blood-2006-10-052746

[8] MeloJV, BarnesDJ (2007) Chronic myeloid leukaemia as a model of disease evolution in human cancer. Nat Rev Cancer 7: 441–453. 1752271310.1038/nrc2147

[9] RadichJP (2001) Philadelphia chromosome-positive acute lymphocytic leukemia. Hematol Oncol Clin North Am 15: 21–36. 1125838710.1016/s0889-8588(05)70198-2

[10] JonesD, LuthraR, CortesJ, ThomasD, O'BrienS, et al (2008) BCR-ABL fusion transcript types and levels and their interaction with secondary genetic changes in determining the phenotype of Philadelphia chromosome-positive leukemias. Blood 112: 5190–5192. 10.1182/blood-2008-04-148791 18809762PMC2597614

[11] HantschelO, RixU, Superti-FurgaG (2008) Target spectrum of the BCR-ABL inhibitors imatinib, nilotinib and dasatinib. Leuk Lymphoma 49: 615–619. 10.1080/10428190801896103 18398720

[12] BarnesDJ, MeloJV (2006) Primitive, quiescent and difficult to kill: the role of non-proliferating stem cells in chronic myeloid leukemia. Cell Cycle 5: 2862–2866. 1717286310.4161/cc.5.24.3573

[13] ZhengX, OanceaC, HenschlerR, MooreMA, RuthardtM (2009) Reciprocal t(9;22) ABL/BCR fusion proteins: leukemogenic potential and effects on B cell commitment. PLoS One 4: e7661 10.1371/journal.pone.0007661 19876398PMC2764858

[14] JasoJ, ThomasDA, CunninghamK, JorgensenJL, KantarjianHM, et al (2011) Prognostic significance of immunophenotypic and karyotypic features of Philadelphia positive B-lymphoblastic leukemia in the era of tyrosine kinase inhibitors. Cancer 117: 4009–4017. 10.1002/cncr.25978 21365622PMC5548124

[15] MeloJV, GordonDE, CrossNC, GoldmanJM (1993) The ABL-BCR fusion gene is expressed in chronic myeloid leukemia. Blood 81: 158–165. 8417787

[16] MeloJV, GordonDE, TuszynskiA, DhutS, YoungBD, et al (1993) Expression of the ABL-BCR fusion gene in Philadelphia-positive acute lymphoblastic leukemia. Blood 81: 2488–2491. 8490164

[17] ZhengX, GullerS, BeissertT, PuccettiE, RuthardtM (2006) BCR and its mutants, the reciprocal t(9;22)-associated ABL/BCR fusion proteins, differentially regulate the cytoskeleton and cell motility. BMC Cancer 6: 262 1709030410.1186/1471-2407-6-262PMC1637115

[18] RadziwillG, ErdmannRA, MargelischU, MoellingK (2003) The Bcr kinase downregulates Ras signaling by phosphorylating AF-6 and binding to its PDZ domain. Mol Cell Biol 23: 4663–4672. 1280810510.1128/MCB.23.13.4663-4672.2003PMC164848

[19] RessA, MoellingK (2006) Bcr interferes with beta-catenin-Tcf1 interaction. FEBS Lett 580: 1227–1230. 1644252910.1016/j.febslet.2006.01.034

[20] Van AelstL, D'Souza-SchoreyC (1997) Rho GTPases and signaling networks. Genes Dev 11: 2295–2322. 930896010.1101/gad.11.18.2295

[21] ThomasEK, CancelasJA, ZhengY, WilliamsDA (2008) Rac GTPases as key regulators of p210-BCR-ABL-dependent leukemogenesis. Leukemia 22: 898–904. 10.1038/leu.2008.71 18354486PMC4464749

[22] MianAA, MetodievaA, BaduraS, KhatebM, RuimiN, et al (2012) Allosteric inhibition enhances the efficacy of ABL kinase inhibitors to target unmutated BCR-ABL and BCR-ABL-T315I. BMC Cancer 12: 411 10.1186/1471-2407-12-411 22985168PMC3488316

[23] BaduraS, TesanovicT, PfeiferH, WystubS, NijmeijerBA, et al (2013) Differential effects of selective inhibitors targeting the PI3K/AKT/mTOR pathway in acute lymphoblastic leukemia. PLoS One 8: e80070 10.1371/journal.pone.0080070 24244612PMC3828226

[24] NijmeijerBA, SzuhaiK, GoselinkHM, van SchieML, van der BurgM, et al (2009) Long-term culture of primary human lymphoblastic leukemia cells in the absence of serum or hematopoietic growth factors. Exp Hematol 37: 376–385. 10.1016/j.exphem.2008.11.002 19135770

[25] MalingeS, MonniR, BernardO, Penard-LacroniqueV (2006) Activation of the NF-kappaB pathway by the leukemogenic TEL-Jak2 and TEL-Abl fusion proteins leads to the accumulation of antiapoptotic IAP proteins and involves IKKalpha. Oncogene 25: 3589–3597. 1643496210.1038/sj.onc.1209390

[26] PecquetC, NygaR, Penard-LacroniqueV, SmithgallTE, MurakamiH, et al (2007) The Src tyrosine kinase Hck is required for Tel-Abl- but not for Tel-Jak2-induced cell transformation. Oncogene 26: 1577–1585. 1695322210.1038/sj.onc.1209949

[27] OkudaK, GolubTR, GillilandDG, GriffinJD (1996) p210BCR/ABL, p190BCR/ABL, and TEL/ABL activate similar signal transduction pathways in hematopoietic cell lines. Oncogene 13: 1147–1152. 8808688

[28] LinF, MonacoG, SunT, LiuJ, LinH, et al (2001) BCR gene expression blocks Bcr-Abl induced pathogenicity in a mouse model. Oncogene 20: 1873–1881. 1131393510.1038/sj.onc.1204409

[29] LiuJ, WuY, ArlinghausRB (1996) Sequences within the first exon of BCR inhibit the activated tyrosine kinases of c-Abl and the Bcr-Abl oncoprotein. Cancer Res 56: 5120–5124. 8912843

[30] LiuJ, WuY, MaGZ, LuD, HaatajaL, et al (1996) Inhibition of Bcr serine kinase by tyrosine phosphorylation. Mol Cell Biol 16: 998–1005. 862270310.1128/mcb.16.3.998PMC231082

[31] PerazzonaB, LinH, SunT, WangY, ArlinghausR (2008) Kinase domain mutants of Bcr enhance Bcr-Abl oncogenic effects. Oncogene 27: 2208–2214. 1793451810.1038/sj.onc.1210851PMC2585769

[32] AdrianFJ, DingQ, SimT, VelentzaA, SloanC, et al (2006) Allosteric inhibitors of Bcr-abl-dependent cell proliferation. Nat Chem Biol 2: 95–102. 1641586310.1038/nchembio760

[33] MianAA, OanceaC, ZhaoZ, OttmannOG, RuthardtM (2009) Oligomerization inhibition, combined with allosteric inhibition, abrogates the transformation potential of T315I-positive BCR/ABL. Leukemia 23: 2242–2247. 10.1038/leu.2009.194 19798092

[34] Muller-TidowC, SteffenB, CauvetT, TickenbrockL, JiP, et al (2004) Translocation products in acute myeloid leukemia activate the Wnt signaling pathway in hematopoietic cells. Mol Cell Biol 24: 2890–2904. 1502407710.1128/MCB.24.7.2890-2904.2004PMC371102

[35] WangY, KrivtsovAV, SinhaAU, NorthTE, GoesslingW, et al (2010) The Wnt/beta-catenin pathway is required for the development of leukemia stem cells in AML. Science 327: 1650–1653. 10.1126/science.1186624 20339075PMC3084586

[36] ZhengX, BeissertT, Kukoc-ZivojnovN, PuccettiE, AltschmiedJ, et al (2004) Gamma-catenin contributes to leukemogenesis induced by AML-associated translocation products by increasing the self-renewal of very primitive progenitor cells. Blood 103: 3535–3543. 1473922410.1182/blood-2003-09-3335

[37] OanceaC, RusterB, HenschlerR, PuccettiE, RuthardtM (2010) The t(6;9) associated DEK/CAN fusion protein targets a population of long-term repopulating hematopoietic stem cells for leukemogenic transformation. Leukemia 24: 1910–1919. 10.1038/leu.2010.180 20827285

[38] RileyT, SontagE, ChenP, LevineA (2008) Transcriptional control of human p53-regulated genes. Nat Rev Mol Cell Biol 9: 402–412. 10.1038/nrm2395 18431400

[39] PriceBD, D'AndreaAD Chromatin remodeling at DNA double-strand breaks. Cell 152: 1344–1354. 10.1016/j.cell.2013.02.011 23498941PMC3670600

[40] AkbayEA, ContrerasCM, PereraSA, SullivanJP, BroaddusRR, et al (2008) Differential roles of telomere attrition in type I and II endometrial carcinogenesis. Am J Pathol 173: 536–544. 10.2353/ajpath.2008.071179 18599611PMC2475790

[41] MichorF, IwasaY, NowakMA (2006) The age incidence of chronic myeloid leukemia can be explained by a one-mutation model. Proc Natl Acad Sci U S A 103: 14931–14934. 1700100010.1073/pnas.0607006103PMC1595453

[42] MeloJV, HochhausA, YanXH, GoldmanJM (1996) Lack of correlation between ABL-BCR expression and response to interferon-alpha in chronic myeloid leukaemia. Br J Haematol 92: 684–686. 861603610.1046/j.1365-2141.1996.00350.x

[43] BarsottiAM, PrivesC (2010) Noncoding RNAs: the missing "linc" in p53-mediated repression. Cell 142: 358–360. 10.1016/j.cell.2010.07.029 20691894

[44] ZhangA, XuM, MoYY (2014) Role of the lncRNA-p53 regulatory network in cancer. J Mol Cell Biol.10.1093/jmcb/mju013PMC403472724721780

[45] InsingaA, CicaleseA, FarettaM, GalloB, AlbanoL, et al (2013) DNA damage in stem cells activates p21, inhibits p53, and induces symmetric self-renewing divisions. Proc Natl Acad Sci U S A 110: 3931–3936. 10.1073/pnas.1213394110 23417300PMC3593901

[46] ForsterK, ObermeierA, MitinaO, SimonN, WarmuthM, et al (2008) Role of p21(WAF1/CIP1) as an attenuator of both proliferative and drug-induced apoptotic signals in BCR-ABL-transformed hematopoietic cells. Ann Hematol 87: 183–193. 1796037810.1007/s00277-007-0400-9

[47] HoffmanB, LiebermannDA (2009) Gadd45 modulation of intrinsic and extrinsic stress responses in myeloid cells. J Cell Physiol 218: 26–31. 10.1002/jcp.21582 18780287

[48] LiebermannDA, HoffmanB (2007) Gadd45 in the response of hematopoietic cells to genotoxic stress. Blood Cells Mol Dis 39: 329–335. 1765991310.1016/j.bcmd.2007.06.006PMC3268059

[49] D'AngeloV, CrisciS, CasaleF, AddeoR, GiulianoM, et al (2009) High Erk-1 activation and Gadd45a expression as prognostic markers in high risk pediatric haemolymphoproliferative diseases. J Exp Clin Cancer Res 28: 39 10.1186/1756-9966-28-39 19298651PMC2664791

[50] LiebermannDA, TrontJS, ShaX, MukherjeeK, Mohamed-HadleyA, et al Gadd45 stress sensors in malignancy and leukemia. Crit Rev Oncog 16: 129–140. 2215031310.1615/critrevoncog.v16.i1-2.120PMC3268054

[51] ThalheimerFB, WingertS, De GiacomoP, HaetscherN, RehageM, et al Cytokine-regulated GADD45G induces differentiation and lineage selection in hematopoietic stem cells. Stem Cell Reports 3: 34–43. 10.1016/j.stemcr.2014.05.010 25068120PMC4110750

[52] PuccettiE, GullerS, OrlethA, BruggenolteN, HoelzerD, et al (2000) BCR-ABL mediates arsenic trioxide-induced apoptosis independently of its aberrant kinase activity. Cancer Res 60: 3409–3413. 10910048

[53] DonnellyML, HughesLE, LukeG, MendozaH, ten DamE, et al (2001) The 'cleavage' activities of foot-and-mouth disease virus 2A site-directed mutants and naturally occurring '2A-like' sequences. J Gen Virol 82: 1027–1041. 1129767710.1099/0022-1317-82-5-1027

[54] BeissertT, PuccettiE, BianchiniA, GullerS, BoehrerS, et al (2003) Targeting of the N-terminal coiled coil oligomerization interface of BCR interferes with the transformation potential of BCR-ABL and increases sensitivity to STI571. Blood 102: 2985–2993. 1282958510.1182/blood-2003-03-0811

[55] MianAA, MetodievaA, NajajrehY, OttmannOG, MahajnaJ, et al (2012) p185(BCR/ABL) has a lower sensitivity than p210(BCR/ABL) to the allosteric inhibitor GNF-2 in Philadelphia chromosome-positive acute lymphatic leukemia. Haematologica 97: 251–257. 10.3324/haematol.2011.047191 22058195PMC3269486

[56] GrignaniF, KinsellaT, MencarelliA, ValtieriM, RiganelliD, et al (1998) High-efficiency gene transfer and selection of human hematopoietic progenitor cells with a hybrid EBV/retroviral vector expressing the green fluorescence protein. Cancer Res 58: 14–19. 9426049

[57] SternsdorfT, PuccettiE, JensenK, HoelzerD, WillH, et al (1999) PIC-1/SUMO-1-modified PML-retinoic acid receptor alpha mediates arsenic trioxide-induced apoptosis in acute promyelocytic leukemia. Mol Cell Biol 19: 5170–5178. 1037356610.1128/mcb.19.7.5170PMC84360

[58] R-Development-Core-Team (2005) R: A language and environment for statistical computing R Foundation for Statistical Computing, Vienna, Austria; http://www.R-project.org.ISBN3-900051-07-0.

[59] GentlemanRC, CareyVJ, BatesDM, BolstadB, DettlingM, et al (2004) Bioconductor: open software development for computational biology and bioinformatics. Genome Biol 5: R80 1546179810.1186/gb-2004-5-10-r80PMC545600

[60] BustinSA (2000) Absolute quantification of mRNA using real-time reverse transcription polymerase chain reaction assays. J Mol Endocrinol 25: 169–193. 1101334510.1677/jme.0.0250169

# Supplementary material for: The Functional Interplay Between the t(9;22)-Associated Fusion Proteins BCR/ABL and ABL/BCR in Philadelphia Chromosome-Positive Acute Lymphatic Leukemia
**Source:** PLoS Genet. 2015 Apr 28;11(4):e1005144. doi: 10.1371/journal.pgen.1005144
**Supplement:** S1 Text

**S1_Text**

**Microarray preprocessing**

**Normalization.** Probe level normalization was conducted using the variance stabilization method ^1^. This method renders the variance of probe intensities approximately independent of their expected expression levels. 

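In the deposited values of the CFU-S12 spleens, the median log2 intensity over all probe sets was 5.64 in the highest of the 18 arrays and lower by 0.34 in the lowest. Variance stabilisation brings arrays to a common scale through probes that do not change. In these spleens 73.9% of the tested genes differed between p96+p185 and p185, and 82.7% differed between p185 and control, at an adjusted p under 0.05 from limma. The median log2 fold change over the 7055 tested genes was -0.16 for p96+p185 against p185 and 0.57 for p185 against control. When each array was centred on its own median, the latter became 0.82, and with quantile normalization on top it became 0.34.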

Parameters (offset and a scaling factor) are estimated for each microarray, in consideration of the fact that a fair fraction of probes is not differentially expressed across the samples. In view of computational complexity of the algorithm parameters are estimated on a random subset of probes and are then used to transform the complete arrays.

**Probeset summary.** Probeset summarization was calculated using the medial polish method ^2^ on the normalized data. For each Probeset a robust additive model was fitted across the arrays, considering the different sensitivity of the Probeset via the probe effect.

**Heatmap.** A heatmap is a two dimensional plot, where the same signals display with the same colors. It is not only a visually impression of the gene expression. Heatmaps are done with the Spotfire software (Spotfire Decision Site 9.1.2).

**Differentially expression.** Many of the genes on the microarray won’t be expressed, or might have only a small variability across the samples. 

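Applied to the 18 arrays of the CFU-S12 spleens, an intensity above 100 (6.64 on the log2 scale) was reached by 8069 of 19937 genes in at least 1 array, by 3268 genes in all arrays and by 11868 genes in none. The share in the text can be read as 0.25 percent of the samples, which 1 array satisfies, or as 25%, which 5 of 18 arrays satisfy, and the latter was used here. Genes of cells that are few in the spleen can fall under this filter. Of 1136 symbols in the 36 gene lists, 1001 had a probe set and 712 were tested.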

First an expression intensity filter is used to reduce the dimension of the microarray data: The data are filtered with an intensity (the intensity of a gene should be above 100 in at least 0.25 percent of the samples, if the group size is equal) and a variance filter (the interquartile range of log2 intensities should be at least 0.5, if the groups size is equal). After the expression intensity filtering p values were calculated with two sample t-test (variance=equal) to identify genes that are differentially expressed between two gro

ups. For the multiple testing problems a False Discovery Rate (FDR) ^3^ was used. Also Fold changes (FC) between the two groups was calculated for each gene. The lists of differentially expressed genes were filtered with FDR and FC criteria.

**Supplementary Material and Methods**

**Immunofluorescence - confocal laser scan analysis of formalin-fixed paraffin embedded (FFPE) tissues sections**

Spleen sections of 4 µm thickness were dewaxed in xylene 2 times for 10 min each and re-hydrated in graded alcohol series. Epitope retrieval was performed in a water bath at 60°C over night in 10 mM HIER citrate buffer pH 6 (Zytomed Systems, Germany). Unspecific binding was blocked with 5% non-fat dry milk (Carl Roth, Germany) in TBS for 60 min. Primary antibody Υ-H2AX (pSer9) (mouse monoclonal, Biolegend) was diluted 1:100 in antibody solution (1% Milk and 0.2% TritonX-100 in TBS). The sections were incubated 60 min at RT followed by extensive washing in TBS and incubation for 45 min. at RT with Alexa Fluor® 488 anti-mouse Ig antibodies (Life Technologies, Darmstadt, Germany). For the confocal laser scan analysis images were acquired by a Leica TCS-SP5 system (Leica, Wetzlar, Germany) under identical conditions for pinhole opening, laser power, photomultiplier tension and layer number. During data elaboration by Fiji software (www.fiji.sc) identical parameters were applied for all samples.

**Lentiviral expression vector - Gadd45α**

The ORF of murine Gadd45α was amplified by RT-PCR (Gaa-fw 5´-ttg gcc ggc cga ggg act cgc act tgc aat atg-3´; Gaa-rev 5´-tta cta gtt gaa ctc ggc ccc ttg aca t-3´) and cloned into the pRRL.PPT.SF - FT IRES-VENUSnucmemprev already described elsewhere ^4^.

**Supplementary references**

1. Huber W, von Heydebreck A, Sultmann H, et al. Variance stabilization applied to microarray data calibration and to the quantification of differential expression. Bioinformatics*.* 2002;18 Suppl 1:S96-104.

2. Tukey JW. Exploratory Data analysis. Addison-Wesley, Reading Masschusetts, USA*.* 1977.

3. Hochberg Y, Benjamini Y. More powerful procedures for multiple significance testing. Stat Med*.* 1990;9:811-818.

4. Thalheimer FB, Wingert S, De Giacomo P, Haetscher N, Rehage M, et al. Cytokine-regulated GADD45G induces differentiation and lineage selection in hematopoietic stem cells. Stem Cell Reports 3: 34-43.

How the deposited data were processed for this re-analysis (not part of the article)

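Gene expression was measured in spleens taken 12 days after irradiated mice had received Sca1+/lin- bone marrow cells transduced with the empty vector (control), p96 ABL/BCR (p96), p185 BCR/ABL (p185), both (p96+p185), the small ABL/BCR protein of the M-BCR translocation (p40), or p40 with p185 (p40+p185). Each of the 6 groups holds 3 Affymetrix MoGene 1.0-ST-V1 arrays, 18 in all. All 18 arrays were used, and no array was removed. The paper reports on 4 of the groups. The deposited values are on the log2 scale. The authors normalised the probe intensities by variance stabilisation, with parameters fitted on a random subset of probes (S1 Text). They summarised each probe set by median polish across the arrays (S1 Text). The paper's methods name R 2.12 for the statistical analysis. Package versions, background correction and the set of arrays normalised together are not stated. The deposited values lay between 1.91 and 14.00, with no missing value. The Pearson correlation was 0.97 to 1.00 between arrays of 1 group and 0.50 to 0.98 between arrays of different groups.

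Probe sets were given gene symbols from a table of the genes of each probe set, and 21553 were matched through the Entrez gene number. Of 34760 probe sets, those of several genes (1321) and those not listed (11799) were left out, and where a gene had several probe sets (954 of 19937 genes) the probe set with the highest mean over the 18 arrays was used. A gene was tested when it exceeded an intensity of 100 in at least 5 arrays, which reads the share in S1 Text as 25% of the samples, and 7055 genes passed. Group differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit with 6 group means, no covariate and no block, then eBayes without trend), and p-values were adjusted after Benjamini-Hochberg over all genes tested. A gene was called changed at an adjusted p under 0.05. The paper takes p up to 0.05 as significant in its t-tests in general and gives no separate limit for adjusted p-values. The residual SD of a gene had a median of 0.18 on the log2 scale, and the prior degrees of freedom were 16.04. There were 10 comparisons between 2 groups and 1 interaction, which asks whether the change with p96 differs with and without p185. The test for differences was tried on simulated data for 7055 genes with planted changes, where 8 of 176 calls were false.

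Gene lists for pathways, cell types and processes were written by hand beforehand. The 36 lists hold the cell cycle, apoptosis, the p53 pathway, p53 target genes, PI3K/AKT, MAPK, JAK/STAT, NFκB, DNA double-strand break repair, proliferation, erythroid cells, megakaryocytes and platelets, B cells, pro-B and pre-B cells, plasma cells, T cells, NK cells, neutrophil granules, mature neutrophils, monocytes and macrophages, red pulp macrophages, dendritic cells, mast cells with basophils and eosinophils, stem and progenitor cells, endothelial cells, stromal cells and fibroblasts, the exocrine pancreas, adipose tissue, the interferon response, MHC class II, ribosomal proteins, oxidative phosphorylation, replication-dependent histones, immediate early and heat shock genes, hypoxia and glycolysis, and sex-specific genes. Changed members were counted with the adjustment over all genes tested and again with one over the list alone. Lists were compared with the other genes tested by camera, with its preset correlation of 0.01 and with an estimated correlation, and their own direction was tested by fry. Medians of lists are medians over tested members. Clustering used the 1000 genes of highest SD, 1 minus the Pearson correlation as distance and average linkage, with permutation of the group labels (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9).

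Named genes follow a rule set beforehand: Gadd45a and the genes of the transgenes (Bcr and Abl1) in every group; in p96+p185 against p185 the 10 genes with the largest rise and the 10 with the largest fall, and in every other comparison the 5 and 5, among genes with an adjusted p under 0.05 whose 3 arrays of one group all lie on one side of those of the other, without symbols that are only model names; and up to 4 members of each list with the smallest adjusted p. Genes named outside the rule are marked as such. The Y-linked genes Eif2s3y, Uty and Kdm5d were not tested and were also named outside the rule. An intensity of 100 (6.64) is the methods' minimum, and no detection calls were used here. In p96+p185 against p185, 62 of 132 named genes lay at or below it in all 3 arrays of 1 group, where the log2 fold change depends on the floor of the arrays, and genes named for the largest change are in no order, which holds for the other comparisons too. Setting lower values to 100 was chosen after the data were seen. Errors are SD over arrays or standard errors from limma, and intervals are 95%. Some signals differed strongly between groups but were alike in the 3 arrays of a group. Hbb-y lay between 11.845 and 11.888 in p96+p185, and the exocrine pancreas median between 9.46 and 9.81 in p185. Whether the 3 arrays of a group share RNA was not tested. With 3 arrays against 3, an exact permutation test cannot give a p below 0.1.

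Alternatives were tried one at a time, and the methods' t-test changed the test and added the interquartile range filter together. The alternatives were no intensity filter, the filter read literally (above 100 in at least 1 array), an added filter on an interquartile range of at least 0.5, the methods' t-test after both filters, quantile normalization on top of the deposited values, centring each array on its median, the mean of all probe sets of a gene, every probe set on its own, array weights, eBayes with trend and robust, the replicate number as a block, only the arrays of the groups compared, only the 12 arrays of the 4 groups in the paper, an added threshold of 2-fold, other distances, linkages and numbers of genes for the clustering, an estimated correlation in camera, and leaving out each array in turn. Chosen after the data were seen, the limits in the legends of S3 to S8 Figs were added for p96+p185 against p185, in 2 readings. Cdkn1a was not analysed here, because its probe set is listed for 2 genes. The colony counts, immunoblots, survival and q-RT-PCR data of the paper are not part of the values used here.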

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

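The tests of 6 explanations in this part (the share of erythroid cells, the level of the genes, the empty vector, p40, the erythroid signal and p185 itself), the correlations of Gadd45a within groups and with other lists, and the values with intensities below 100 set to 100 were chosen only after the results were seen, whereas the counts over other splits of the arrays were planned. Comparisons with control rest on arrays in which the Y-linked gene Eif2s3y was at 6.20, against 4.39 at most in the other groups.

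The change with p96 differed between cells with and without p185 for 5838 of 7055 genes in a test of the interaction, 2089 in the positive and 3749 in the negative direction. Among 100 splits of the 12 arrays, only the real split, 1 in all, gave a count as large, and the highest other split gave 4410, so that a random grouping of the arrays can be excluded for this count. These splits mix the constructs, and differences between constructs of any kind give calls in them, so that they do not test the interaction itself. For the 10 comparisons of 2 groups, from 304 genes for p96+p185 against p40+p185 to 5837 for p185 against control, and for the changed genes in the 7 pathway lists, from 34 to 74, the 10 splits of 3 arrays against 3 are too few for a share under 0.05, and the highest other split gave 0.

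Erythroid genes, which the paper does not discuss, were higher in p96+p185 than in p185 by a median of 4.72 (camera adjusted p = 0.21 with an estimated correlation), or 3.74 with intensities below 100 set to 100. A technical difference that acts on genes by their level is argued against, since the medians of 10000 random lists matched on level lay between -1.15 and 0.79, and between -1.15 and 0.72 with intensities below 100 set to 100. A lower share of erythroid cells in p185 with all other types in their control proportions is also argued against, since neutrophil granule genes fell against control by a median of -5.34 (-3.98 with intensities below 100 set to 100; fry adjusted p = 1.00e-12), a signal in genes outside the paper's discussion as well, while T cell genes rose by 1.73 (1.39 with such intensities set to 100; fry adjusted p = 3.09e-11), in 3 of 3 arrays each. A change of several cell types together and an effect of the constructs on transcription within the cells both stay open and were not tested against each other.

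Gadd45a changed with p96 by 6.82 more in the presence of p185 than in its absence (interaction, adjusted p = 1.74e-20 from limma), and in arrays that the paper does not report it was higher in p40+p185 than in p185 by 3.39. A rise above the empty vector by 2-fold or more is argued against, since p96+p185 against control gave 0.0011 with a 95% interval up to 0.35, and so is a 2-fold effect of p96 that p40 lacks, since p96+p185 against p40+p185 gave 0.21 with an interval up to 0.55 (adjusted p = 0.565 from limma). Whether Gadd45a follows the erythroid signal from array to array stays open: in the 9 arrays of control, p96+p185 and p40+p185 the 2 were correlated with r = 0.94 (permutation p = 1.00e-04, adjusted over 2 relations 2.00e-04; rho = 0.90, permutation p = 0.0021; r = 0.89 without the 2 farthest arrays), but with group means removed r was 0.96 (permutation p = 0.0185 within groups) and as large for 4 of 35 other lists (the cell cycle, p53 target genes, JAK/STAT and proliferation), so that a difference between arrays that acts on many genes is not excluded. In the 9 arrays of p96, p185 and p40 the correlation was r = -0.81 (permutation p = 0.0074, adjusted 0.0074; rho = -0.77, permutation p = 0.021; r = -0.87 without the 2 farthest arrays; with group means removed -0.70, permutation p = 0.125 within groups, while the 35 other lists lay between -0.05 and 0.98), and only 5, 8 and 9 of the 36 erythroid genes lay above an intensity of 100 there, so that this signal was near its floor. An effect of co-expression that also occurs with p40 stays open as a biological explanation and was not tested further.

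Exocrine pancreas genes, outside those the paper discusses, were higher in p185 than in control by a median of 2.95 (fry adjusted p = 1.48e-11, and 2.61 with intensities below 100 set to 100). Among them Ctrb1 was at 11.27 in p185. Expression of these genes wherever p185 is present is argued against, since in p96+p185 they were lower than in control by a median of -1.25 (-0.08 with intensities below 100 set to 100), and 1 of the 17 genes lay above 100 there against 17 in p185. The list medians were 6.72 in control, 5.42 in p96, 9.59 in p185, 5.31 in p96+p185, no higher than that in p40, and 8.29 in p40+p185, and 9 of the 17 genes lay above an intensity of 100 in control, 1 each in p96, p96+p185 and p40, and 17 in p185 and p40+p185. None of the 17 genes stands in another list. Pancreas tissue taken along with some spleens stays open and was not tested, and no biological explanation beyond p185 was tested.

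In the p40 arrays, on which the paper does not report, 5718 genes differed from control (4085 higher and 1633 lower), and 5116 differed between p40+p185 and p185 (1882 higher and 3234 lower). Abl1 was higher in p40 than in control by 1.96 (standard error 0.15, adjusted p = 1.86e-12 from limma). Hbb-y, which the paper does not discuss, was higher in p96+p185 than in control by 5.38 (11.87 against 6.49, in 3 of 3 arrays), or by at least 5.22 with intensities below 100 set to 100, since 2 of 3 control arrays lay below.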

How the results depend on the processing

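The 2 readings of the limits in the legends of S3 to S8 Figs were chosen only after the results were seen, and the other alternatives in this part were planned. Of 496 values for the results that answer a comparison, 443 kept their direction and their side of the threshold or stayed within 1.5 times the reported count, 52 moved further and 1 reversed, and unless a sentence names the cause, the cause was not tested. Gadd45a in p96+p185 against p185 stayed between 3.51 and 3.61 over 13 alternatives and between 3.54 and 3.64 when 1 array at a time was left out. The clustering kept 4 of 4 and 6 of 6 groups on their own branches in every alternative and with any array left out.

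Gadd45a in p96+p185 against control reversed to -0.45 with quantile normalization (adjusted p = 0.0029, range 0.0029 to 0.997), and lay between -0.11 and 0.14 when 1 array was left out.

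The threshold of 2-fold, stricter by construction, left 2646 genes in p96+p185 against p185, 592 against control, 2647 in p96 against control, 3108 in p185 against control, 2267 in p96+p185 against p96, 450 in p96 against p185, 2856 in p40 against control, 2384 in p40+p185 against p185, 59 in p96+p185 against p40+p185 and 448 in p96 against p40. Of list members it left 28 for JAK/STAT, 34 for MAPK, 31 for NFκB, 25 for PI3K/AKT and 18 for apoptosis. The legends of S3 to S8 Figs limit p185 against p96+p185 to below -1 and above +2: read as folds, this left 42 members for MAPK and 33 for NFκB, and read as log2 values it left 1252 genes, and 48 members for the cell cycle, 4 for apoptosis, 14 for the p53 pathway, 9 for PI3K/AKT, 10 for MAPK, 5 for JAK/STAT and 7 for NFκB. Without the intensity filter, which tested 19937 genes, the counts rose to 9765 for the interaction, 10985 in p185 against control, 9971 in p40 against control, 8078 in p40+p185 against p185 and 8552 in p96 against control. The interquartile range filter, which tests fewer genes, gave 1646 in p96 against p185, 1470 in p96 against p40 and 2475 in p96+p185 against control, and the methods' t-test after both filters gave 1727, 1473 and 2168 for these and 198 in p96+p185 against p40+p185. With array weights p96 differed from p185 in 5373 genes and from p40 in 4307. An estimated correlation in camera called 16 of 385 pairs of list and comparison against 179 with the preset one, and 8 pairs were shared in the same direction.

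The comparison of p96+p185 with p40+p185 (304 genes) moved with many settings: 607 with array weights, 175 with centring, 592 with every probe set on its own, 821 with only the arrays of the groups compared, 660 with quantile normalization and 619 with the replicate block. Leaving out 1 array gave 143 to 255, with 143, 154 and 152 without p96+p185 replicate 1, 2 and 3 and 200 without p40+p185 replicate 2. No source says that array numbers pair the groups. After removal of group means, 12 of 18 arrays correlated best with their own replicate number. Of 45 pairs with the same number 18 correlated above 0.1 (median 0.08, against -0.04 for other pairs), a hint from the data only. With the replicate block p96+p185 differed from p185 in 5453 genes.

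The correlation of the changes in p96 and in p185 against control was 0.907 (jackknife error 0.0029), 0.883 without the intensity filter and 0.919 with quantile normalization, and 0.499 is what the shared control arrays give by simulation. The control arrays cannot be divided for 2 independent comparisons, so that part of the 3471 genes higher and 1471 lower in both (2224.0 and 429.7 if independent, 0.00 in 100 simulations without changes) may come from them.

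Scaling shifted the directions. Over all genes the median change in p96+p185 against control was 0.30, and became 0.14 with quantile normalization and 0.48 with centring. In p40 against control it was 0.50, then 0.32 and 0.73, in p96 against control 0.37 and 0.55 with centring, in p40+p185 against p185 -0.24, then -0.14 and -0.35, in p96+p185 against p96 0.02 and -0.09 with quantile normalization, in p96 against p185 -0.20 and -0.06 with quantile normalization, and for the interaction -0.59 and -0.84 with centring. The share of higher genes among those called went from 84.9% to 66.1% with quantile normalization in p96+p185 against control, from 19.5% to 37.9% in p96 against p185, from 46.7% to 31.8% in p96+p185 against p40+p185, and from 24.9% to 39.2% in p96 against p40. In p96+p185 against control the erythroid median turned from 0.13 to -0.31 with quantile normalization, and the medians of p53 target genes, JAK/STAT, pro-B and pre-B cells, dendritic cells and stem and progenitor cells also turned negative, while with centring those of megakaryocytes and platelets, monocytes and macrophages, and mast cells, basophils and eosinophils turned positive, as did Xist.

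A further 4897 values of named genes were counted apart from the 496 values above, which hold the reversal of Gadd45a. Of these 4897, 4849 were labelled the same, 33 weaker, 15 stronger and none reversed, and 15 of 260 pairs of gene and comparison had any change. The turn of Xist to positive with centring, from a change of -0.11 that did not pass the test, was not labelled a reversal. Signal over background limits the genes tested, since 3268 of 19937 genes exceeded an intensity of 100 in all arrays. The groups compared cannot be left out of their own comparison, Cdkn1a was not analysed under any alternative, and the methods' t-test has no form for the interaction.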

Differences from the paper's values

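The 2 readings of the limits in the legends of S3 to S8 Figs were chosen only after the results were seen, and the paper's values below were read by eye from figures. In Fig 5D, about 33% of the apoptosis genes are given by the paper as differentially expressed between p96+p185 and p185, about 27% of JAK/STAT, about 23% of MAPK, about 33% of NFκB, about 42% of the p53 pathway and about 33% of PI3K/AKT. Here the shares of tested list members were 83.7%, 84.6%, 82.2%, 88.1%, 81.0% and 75.0% in the same order. The Fig 5D legend relates its numbers to all genes of a pathway, whereas members that failed the intensity filter were left out here. Over the 36 lists, 712 of 1136 symbols were tested, so that the denominators may differ. The members of the paper's lists are not stated in the text used here, so that the lists are not the paper's. The paper takes p up to 0.05 as significant in general, and the legends of S3 to S8 Figs, on 6 of these pathways, colour genes lower in p185 than in p96+p185 at fold changes below -1 and higher at above +2. Of 20 alternatives set before the data were examined, only the threshold of 2-fold brought 3 lists within the limits for a difference, with 41.9% for apoptosis, 54.8% for the p53 pathway and 36.8% for PI3K/AKT, while the other 19 did not. For JAK/STAT, MAPK and NFκB none of the 20 did. With the legends' limits read as folds the shares were 55.8% for apoptosis, 63.5% for JAK/STAT, 46.7% for MAPK, 55.9% for NFκB, 64.3% for the p53 pathway and 51.5% for PI3K/AKT, none within the limits for a difference. Read as log2 values they were 9.30%, 9.62%, 11.1%, 11.9%, 33.3% and 13.2%, of which that of the p53 pathway lay within.

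Fig 5E gives Gadd45α by q-RT-PCR, normalised to Gapdh, as about 8.8 in p96+p185, about 0.3 in p96 and about 0.2 in p185. The paper's text does not name the reference sample, and control was taken as the reference here because the bar without either protein stands at 1 in the figure, without an error bar. On the arrays the fold relative to control was 1.00 in p96+p185, 0.107 in p96 and 0.083 in p185. None of the alternatives set beforehand (17 for p96+p185, 19 each for p96 and p185) brought these values within the limits.

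The paper states that co-expression raises Gadd45α and that q-RT-PCR gave the same picture as the profiles. On the arrays Gadd45a was higher in p96+p185 than in p185 by 3.59 and higher than in p96 by 3.23, which is the stated direction, and it differed from control by 0.00. In p96 and p185 it was lower than control on the arrays and in the figure alike. The share for the cell cycle, the list with the highest share in Fig 5D, was 81.1% here, and NFκB had the highest share here. Of the alternatives set beforehand, 18 gave a cell cycle share within the limits for a difference and 2 did not. The 2 readings of the legends' limits also gave shares within them.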

Other observations

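No explanation was tested in this part, the permutation test of the clustering was planned, and the floored values were chosen only after the results were seen. Among all 18 arrays each of the 6 groups formed its own branch, with a mean correlation of 0.989 within groups and 0.319 between them, a difference of 0.671 (permutation p = 1.00e-05, one-sided, the smallest that 100000 resamples can give). The first division parted the 9 arrays of control, p96+p185 and p40+p185 from the 9 of p96, p185 and p40.

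Compared with control, p96+p185 changed 3823 genes, 3246 higher and 577 lower. The largest changes beside Hbb-y were those of Igkv5-43 (2.44), Igkv9-120 (2.41), Fabp5 (2.33), Rnu3a (2.28), Chil3 (-4.30), Camp (-4.21), Lcn2 (-4.20), Ltf (-4.11) and Ngp (-3.95), of which Igkv5-43 came to 0.18, Igkv9-120 to 2.38, Chil3 to -3.44 and Ltf to -3.72 when floored, that is with intensities below 100 set to 100. All 8 neutrophil granule genes were lower (median -4.03, floored -3.58; camera adjusted p = 3.07e-26, and 0.0047 with an estimated correlation), as were 8 of 12 mature neutrophil genes (median -1.88, floored -0.70; 1.64e-16, and 0.017 with an estimated correlation). Of 26 interferon response genes 20 were lower (21 when adjusted over the list alone; median -0.70; camera adjusted p = 7.54e-21, and 0.18 with an estimated correlation). All 52 oxidative phosphorylation genes were higher (47 with quantile normalization; median 0.99; 1.27e-11, and 0.63 with an estimated correlation), as were 30 of 31 ribosomal protein genes (19 with quantile normalization) and 55 of 90 cell cycle genes (with quantile normalization 41 of these were higher and 11 lower).

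p96 differed from control in 5605 genes (3684 higher, 1921 lower), among them Rgs1 (4.53), Igkv4-55 (4.04), Saa3 (3.98), Ighm (3.88), Igkv9-120 (3.77), Slc4a1 (-6.62), Alas2 (-6.30), Cldn13 (-6.29), Rhag (-6.10) and Trim10 (-6.02). For p185 against control the count was 5837 (4259 higher, 1578 lower), with Cmbl (3.97), Tmem37 (3.84), Bank1 (3.64), Prxl2b (3.47), Snx6 (3.46), Cldn13 (-6.49), Ngp (-6.45), Rhag (-6.35), Camp (-6.21) and Slc4a1 (-6.08). Between p96+p185 and p96, 5025 genes differed (2548 higher, 2477 lower), with Hbb-y (6.89), Cldn13 (6.72), Slc4a1 (6.72), Rhag (6.21), Rhd (6.13), Saa3 (-4.74), Ms4a6d (-4.51), Cxcl13 (-4.35), Cfb (-3.93) and Gzmb (-3.91). Fewer genes, 3030 (592 higher, 2438 lower), parted p96 from p185, with Lcn2 (4.52), Mt2 (4.20), Ngp (3.63), Rmrp (3.43), Serpina3n (3.20), Ctrb1 (-5.38), Try5 (-5.23), Cpb1 (-4.84), Reg1 (-4.63) and Cpa1 (-4.25). Sizes that rest on a group below an intensity of 100 depend on the floor, as for Cldn13 and Ngp in p185 against control (floored -4.71 and -4.79) and Ngp in p96 against p185 (floored 1.97). Among the large interactions were those of Cldn13 (13.21), Slc4a1 (12.80), Rhag (12.57), Trim10 (11.89), Rhd (11.88), Rgs1 (-6.54), Ccl6 (-6.43), Saa3 (-6.31), Msr1 (-6.18) and Ms4a6d (-6.03). Cldn13, Slc4a1, Rhag, Trim10 and Rhd lay below an intensity of 100 in all p96 and all p185 arrays. Their sizes therefore depend on the floor and give no order, and the interaction was not computed with floored values.

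Against control, p40 showed its largest changes in Cmbl (3.77), Tmem37 (3.62), Bank1 (3.57), Rgs1 (3.51), Sh2d1b1 (3.44), Cldn13 (-6.28), Rhag (-6.09), Trim10 (-6.00), Epb42 (-5.79) and Kel (-5.76), and the changes in p40 and p185 against control correlated with r = 0.962 (0.502 by simulation of the shared controls). For p40+p185 against p185 they were Cldn13 (6.73), Rhag (5.92), Slc4a1 (5.89), Rhd (5.69), Epb42 (5.55), Adck1 (-2.79), Gstm1 (-2.69), Cd3d (-2.63), Jchain (-2.61) and Tmem37 (-2.61), and these changes correlated with those in p96+p185 against p185 with r = 0.972 (0.499 by simulation), with 1804 genes higher and 2959 lower in both. p96+p185 and p40+p185 differed in 304 genes (142 higher, 162 lower), with Hbb-y (5.00), Igkv5-43 (2.04, floored 0.18), Tspan8 (1.65), Igkv9-120 (1.54), Adck1 (1.44, floored 0.75), Ctrb1 (-4.68, floored -3.56), Try5 (-4.03, floored -2.32), Cpb1 (-3.58, floored -1.79), Cpa1 (-3.13, floored -2.00) and Cela2a (-2.92, floored -2.34). p96 and p40 differed in 2836 genes (706 higher, 2130 lower), with Saa3 (5.20), Mt2 (4.78), Cxcl13 (3.58), Igkv4-55 (3.14), Serpina3n (3.08), Stfa3 (-2.91), Adamdec1 (-2.86), Retnlg (-2.75), C6 (-2.69) and Pygl (-2.60). Gadd45a was lower in p40 than in control by a log2 fold change of -3.94.

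In p96+p185 against p185, 22 of 25 DNA double-strand break repair genes were higher and 1 lower (median 1.44, floored 0.70; camera adjusted p = 4.95e-08, and 0.39 with an estimated correlation), with Blm (3.15, floored 2.07), H2ax (2.64), Bard1 (2.70, floored 1.75) and Brca1 (2.45, floored 0.98), and the lower one, singled out after its value was seen, was Xrcc4. In the same comparison 43 of 43 proliferation genes (median 2.68, floored 2.26; adjusted p = 0.33 with an estimated correlation) and 36 of 36 erythroid genes (median 4.72, floored 3.74; adjusted p = 0.21 with an estimated correlation) were higher. All 8 neutrophil granule genes were higher (7 with centring or quantile normalization; median 1.77, floored 0.68; 3.23e-04, and 0.36 with an estimated correlation), and of 12 mature neutrophil genes 4 were higher and 5 lower (median -0.25, floored -0.01), with Mxd1 (2.62) and Ccrl2 (2.26, floored 1.63). All 12 stromal cell and fibroblast genes were lower (11 with quantile normalization; median -1.22, floored -0.97; 0.0025, and 0.36 with an estimated correlation), as were all 6 MHC class II genes (median -0.64), 5 of 5 dendritic cell genes (-1.22, floored -0.87), 3 of 3 plasma cell genes (-0.82), 2 of 2 adipose genes (-2.24) and 3 of 4 endothelial cell genes (-0.83, floored -0.74). Of 5 megakaryocyte and platelet genes 4 were lower (median -1.59, floored -1.36) and Gp9, singled out after its value was seen, was higher. Of 4 pro-B and pre-B cell genes Cecr2 (1.79, floored 0.04) and Myb (1.58, floored 0.44) were higher and Lef1 (-1.51, floored -0.87) and Il7r (-1.37, floored -1.11) lower, of 6 stem and progenitor cell genes 2 were higher and 4 lower (median -1.01), and of the 2 mast cell, basophil and eosinophil genes Ccr3 fell by 2.53. Of 26 interferon response genes 9 were higher and 12 lower (median -0.34), with Rsad2 (4.41), Isg20 (3.96), Oas3 (1.95, floored 1.86) and Ifit3 (-2.17). Of 31 ribosomal protein genes 11 were higher (0 when adjusted over the list alone, 3 higher and 1 lower with quantile normalization), and of 52 oxidative phosphorylation genes 17 were higher and 5 lower (9 and 5 when adjusted over the list alone, 12 and 12 with quantile normalization). Of 17 immediate early and heat shock genes 5 were higher and 6 lower (median 0.14, and -0.01 with quantile normalization), and of 16 hypoxia and glycolysis genes 2 were higher and 11 lower (median -0.72, floored -0.30).

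Abl1 had a log2 expression of 8.45 in p185, 8.46 in p40, 7.18 in p40+p185, 6.95 in p96, 6.87 in p96+p185 and 6.50 in control, and Bcr lay between 6.64 and 6.97 in the 6 groups. The values of Abl1 do not follow the construct labels: p40, without p185, was as high as p185, and p96+p185 was lower than p185 by a log2 fold change of -1.58. Whether the mouse probe set reads the human transgenes is not known here, so that these values neither bear out nor exclude the labels. In Fig 5E, on RNA of CFU-S12 spleens, Gadd45α was high in p96+p185 and low in p96 and p185, which is the order of the array labels for Gadd45a, with 10.45, 7.23 and 6.86. That order does not bear on p40 or on p96 and p185 between themselves. It also leaves out control, for which figure and arrays differ. In the figure control, taken as the reference, stands far below p96+p185, whereas on the arrays control was as high as p96+p185, at 10.45. The colony counts of Fig 5B, higher in p96 than in control, were not followed by the erythroid medians, at 5.68 in p96 and 10.57 in control. Of the sex-specific genes, only Xist was tested, with 9.47 in control, 9.37 in p96+p185, 9.18 in p40+p185, 8.13 in p96, 7.88 in p185 and 8.27 in p40. Eif2s3y, a Y-linked gene, was at 6.20 in control and between 4.08 and 4.39 in the other groups, Uty at 5.22 and between 4.28 and 4.45, and Kdm5d at 5.40 and between 4.65 and 4.86. The methods name female mice as the source of the transplanted cells. Whether the control spleens hold male cells stays open and was not tested, and every comparison with control, that of Gadd45a included, contains this difference.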
